# EC359 Enhances Trametinib Efficacy in *Ras*/*Raf*-Driven Ovarian Cancer by Suppressing LIFR Signaling

**DOI:** 10.3390/biom15101396

**Published:** 2025-09-30

**Authors:** William C. Arnold, Durga Meenakshi Panneerdoss, Baskaran Subramani, Megharani Mahajan, Behnam Ebrahimi, Paulina Ramirez, Bindu Santhamma, Suryavathi Viswanadhapalli, Edward R. Kost, Yidong Chen, Zhao Lai, Hareesh B. Nair, Ratna K. Vadlamudi, Yasmin A. Lyons

**Keywords:** ovarian cancer, low grade serous ovarian cancer, *Ras*/*Raf* mutations, LIFR, EC359, MAPK, STAT3, trametinib

## Abstract

Ovarian cancer (OCa) remains the most lethal gynecologic malignancy in the United States, with low-grade serous and mucinous subtypes frequently driven by KRAS mutations. These mutations activate downstream MAPK and PI3K/AKT signaling pathways, contributing to tumor progression and resistance to therapy. Although the MEK inhibitor trametinib is used to target these pathways, its efficacy is limited in KRAS-mutant OCa due to compensatory activation of the leukemia inhibitory factor (*LIF*)/*LIF* receptor (*LIFR*) axis. In this study, we evaluated the therapeutic potential of combining trametinib with EC359, a selective *LIFR* inhibitor, in *Ras*/*Raf*-driven OCa models. EC359 significantly reduced cell viability, clonogenic survival, and induced cell death via ferroptosis in vitro. Mechanistic studies revealed that EC359 suppressed trametinib-induced activation of *LIFR* downstream signaling. RNA-seq analysis showed that combination therapy downregulated mitochondrial translation and *MYC* target genes while upregulating apoptosis-related genes. In vivo, EC359 and trametinib co-treatment significantly reduced tumor growth in xenograft and PDX models without inducing toxicity. Our studies identify *LIFR* signaling as a critical vulnerability in *Ras*/*Raf*-mutant and low grade serous OCa. Further, it provides strong preclinical rationale for EC359 and trametinib combination therapy as a new therapeutic strategy for treating *Ras*/*Raf*-driven OCa and low-grade serous OCa.

## 1. Introduction

Ovarian cancer (OCa) remains the most lethal gynecologic malignancy in the United States [1]. Although most patients initially respond to standard therapies, including cytoreductive surgery and platinum-based chemotherapy, nearly 90% experience recurrence and ultimately develop chemotherapy-resistant disease [2]. Epithelial ovarian cancer (EOC) comprises five histopathological and molecular subtypes: high-grade serous (HGSOC, ~70%), endometrioid (ENOC, ~10%), clear cell (CCOC, ~10%), mucinous (MOC, ~3%), and low-grade serous (LGSOC, <5%) [3,4]. MOC and LGSOC are strongly associated with KRAS mutations, which are present in 33–57% of these subtypes and correlate with poor prognosis and chemoresistance [4].

Aberrant activation of the *Ras*/*Raf* signaling cascade including the RAF/MEK/ERK and PI3K/AKT pathways—drives tumor proliferation and survival in *Ras*/*Raf*-mutant ovarian cancers. Targeting the RAF–MEK–ERK pathway with MEK inhibitors, enhances growth inhibition and apoptosis in OCa harboring KRAS or BRAF mutations suggesting their dependence on RAS–RAF–MEK–ERK signaling for survival [5]. In clinical trials MEK inhibitor trametinib (NCT02101788) significantly improved progression-free survival (13.0 vs. 7.2 months) in relapsed LGSOC, supporting its therapeutic potential [6]. Despite this knowledge, effective therapies for *Ras*/*Raf*-driven OCa remain limited, underscoring the need for new targeted approaches.

Leukemia inhibitory factor (*LIF*), a pleiotropic cytokine of the interleukin-6 family, signals through a receptor complex composed of *LIF* receptor (*LIFR*) and *gp130* [7,8]. This axis activates downstream JAK/STAT3, MAPK, AKT, and mTOR pathways, all implicated in OCa progression. Elevated expression of *LIF*, *LIFR* correlates with reduced survival in OCa patients and contributes to chemoresistance and tumor microenvironment (TME) modulation [8,9,10].

Emerging evidence from pancreatic cancer models shows that stromal-derived *LIF* acts in a paracrine manner to promote tumor progression, and that *LIFR* blockade enhances response to chemotherapy [11]. Notably, *LIF* expression is upregulated by oncogene *KRAS*, suggesting a potential link between RAS pathway activation and *LIF/LIFR* signaling [12]. However, the role of the *LIF/LIFR* pathway in *Ras*/*Raf*-mutant OCa, remains poorly defined.

We previously developed EC359, a small-molecule inhibitor that disrupts *LIF*/*LIFR* interaction and inhibits *LIFR*-driven oncogenic signaling [13]. EC359 has demonstrated preclinical efficacy in triple-negative breast, endometrial, renal, and pancreatic cancers [14,15,16,17,18]. In this study, we investigate the therapeutic potential of EC359 in *Ras*/*Raf*-driven OCa. Using multiple preclinical models, we demonstrate that EC359 suppresses *LIFR* signaling, enhances the efficacy of the MEK inhibitor trametinib, and inhibits tumor growth both in vitro and in vivo. Our findings provide a strong rationale for the further development of *LIFR*-targeted therapy in *Ras*/*Raf*-altered OCa.

## 2. Materials and Methods

### 2.1. Cell Culture and Reagents

The OCa cell lines OVCAR8, ES2, OV7, and OV-56 were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA) and cultured according to ATCC-recommended conditions. All cell lines were routinely tested and confirmed to be free of mycoplasma contamination. Cell line identity was verified by short tandem repeat (STR) DNA profiling. The primary LGSOC cell line OCa-76 was obtained from the Ob/Gyn tissue core under an IRB-approved protocol. OV7 cells harbor *KRAS G12D* mutation; OV56 cells harbor *KRAS G12C* mutation; OVCAR8 cells harbor *KRAS Pro121His* mutation; ES2 harbors a common *BRAF p.V600E* mutation (Source: cellosaurus.org). OCA-76 represents pathologically confirmed LGSOC based on its expression of markers consistent with serous Müllerian origin (*CK7*, *PAX8*, *ER*, *WT1*), absence of aberrant *p53* expression, a moderate proliferative index (Ki-67~20%), and lack of expression of *CK20*, *GATA3*, and *CD10*. The MEK inhibitor trametinib was purchased from MedChemExpress (Monmouth Junction, NJ, USA). EC359 was developed by Evestra Inc., (San Antonio, TX, USA) and the detailed synthetic protocol has been described in the patent WO 2016/154203 A1.

### 2.2. Cell Viability, Colony Formation, and Apoptosis Assays

Cell viability was assessed using the MTT assay in control, and EC359-treated, OCa cell lines, following standard MTT assay protocols. The effects of control and treatment groups on colony formation and apoptosis were evaluated using previously established methods, as described in prior studies [19].

### 2.3. Western Blotting

OCa cells were lysed using RIPA buffer supplemented with protease and phosphatase inhibitors. Protein lysates were quantified and subjected to Western blot analysis using standard protocols. The following primary antibodies were used: Phospho-Akt (S473), Akt, phospho-mTOR (S2448), mTOR, phospho-S6 (S235/236), S6, phospho-STAT3 (Y705), STAT3 (all from Cell Signaling Technology, Beverly, MA, USA), LIF and LIFR (from Santa Cruz Biotechnology, Dallas, TX, USA), and GAPDH and Vinculin (from Sigma-Aldrich, St. Louis, MO, USA).

### 2.4. RNA Sequencing

RNA was extracted from OVCAR8 cells treated with vehicle, EC359 (150 nM), trametinib (100 nM), or the combination of both agents for 7 h, using the RNeasy Mini Kit (Qiagen, Valencia, CA, USA) according to the manufacturer’s instructions. RNA sequencing and downstream analysis were performed by the UT Health San Antonio Sequencing Core using established protocols as described in our earlier publication [19]. The RNA-seq dataset has been deposited in the Gene Expression Omnibus (GEO) under accession number GSE306834.

### 2.5. Cell Line-Derived and Patient-Derived Xenograft Studies

All animal experiments were conducted in accordance with protocols approved by the Institutional Animal Care and Use Committee (IACUC) at UT Health San Antonio. Female SCID mice (6–8 weeks old) were obtained from Charles River Laboratories for both cell line-derived xenograft (CDX) and patient-derived xenograft (PDX) studies. For CDX studies, ES2 cells (1 × 10^5^) were subcutaneously injected into the flanks of mice. For PDX studies, OCa-76 tumor cells (1 × 10^6^) were similarly implanted subcutaneously. Once tumors were established, animals were randomized into four treatment groups: vehicle control, EC359 (5 mg/kg, intraperitoneally, 5 days per week), trametinib (0.3 mg/kg, orally, 3 days per week), or a combination of both agents. EC359 dose 5 mg/kg/ip was selected based on dose ranging and toxicity studies that showed that 5 mg/kg has no toxicity [19]. The selected dose is low end of EC359 MTD dose. Similarly, trametinib dose was selected based on published studies 0.3 mg/kg once daily as a well-tolerated, pharmacologically active dose [20]. Group sizes were determined based on prior experimental results and published studies, using an unpaired model with 80% power and a significance level of *p* = 0.05. Tumor growth was monitored every 3–4 days using caliper measurements, and tumor volume was calculated using the modified ellipsoidal formula: ^1^/_2_ × (length × width^2^). Body weight was also recorded regularly to assess treatment-related toxicity. Toxicity was monitored by weight loss (>20%), signs of acute pain or distress, unable to eat, walk, groom normally, or moribund. We have not observed any of these toxicity signs during study. At the study endpoint, mice were euthanized, and tumors were excised and weighed.

### 2.6. Statistical Ananlyses

Statistical differences between groups were analyzed using unpaired Student’s *t*-tests and one-way ANOVA, as appropriate. All analyses were performed using the GraphPad Prism 10 software. Data are presented as means ± standard error (SE). A *p*-value < 0.05 was considered statistically significant.

## 3. Results

### 3.1. EC359 Treatment Reduces Cell Viability, Clonogenic Survival, and Promote Apoptosis in Ras/Raf-Mutant OCa Cells

Among OCa subtypes, *KRAS* mutations are frequently observed in borderline serous tumors, low-grade serous ovarian cancer (LGSOC), and mucinous ovarian cancer (MOC), with reported mutation frequencies ranging around 33–41%, 35–54%, and 57.1%, respectively. KRAS mutations are associated with poor prognosis and chemoresistance in OCa. Recent studies have also demonstrated that *Ras* mutations enhance LIF signaling, suggesting a potential therapeutic vulnerability. To investigate the functional relevance of targeting LIFR signaling in *Ras*/*Raf*-mutant OCa, we evaluated the efficacy of the LIFR inhibitor EC359. The specificity of EC359 to LIFR has been previously demonstrated in our published work using LIFR knockout (KO) cells [13]. We tested EC359 in three Ras-mutant OCa models (OVCAR8, OV7, OV56), one Raf-mutant model (ES2) and one LGSOC primary cell line (OCA-76). MTT assays revealed that EC359 significantly reduced cell viability in all five models, with IC_50_ values ranging from 2 to 12 nM (Figure 1A). EC359 also markedly suppressed clonogenic survival (Figure 1B,C). To determine whether reduced viability was associated with cell death, we performed Annexin V assays. The results showed a significant increase in apoptotic cells following EC359 treatment (Figure 1D). Recent studies have shown that the inhibition of LIF signaling can promote ferroptotic cell death [19]. To investigate whether EC359-induced cell death involves ferroptosis, we co-treated OCa cells with Ferrostatin-1 (Fer-1), a selective ferroptosis inhibitor. Co-treatment with Fer-1 effectively rescued cell viability, indicating that ferroptosis contributes to the cytotoxic effects of EC359 (Figure 1E). Consistent with this, Western blot analysis demonstrated downregulation of key ferroptosis regulator GPX4, in EC359-treated cells (Figure 1F). Collectively, these findings indicate that LIFR signaling is essential for the survival and proliferation of *Ras*/*Raf*-mutant and low grade OCa cells and that EC359 exerts its antitumor effects through induction of both apoptosis and ferroptosis.

### 3.2. EC359 Suppresses LIFR Downstream Signaling and Inhibits Tumor Growth in Ras/Raf-Mutant OCa Xenografts

To evaluate the impact of LIFR inhibition, *Ras*/*Raf*-mutant OCa cells were treated with EC359 or vehicle control, and analyzed at both the transcriptional and translational levels using RT-qPCR and Western blotting. To assess transcriptional changes, we examined the expression of established LIFR target genes. EC359 treatment significantly downregulated *STAT1*, *FASL1*, and *HIF1α*, while upregulating ATF3, a gene typically repressed by LIFR signaling (Figure 2A). At the protein level, EC359 markedly reduced the phosphorylation of key signaling mediators, including mTOR, STAT3, and S6, confirming effective inhibition of LIFR-mediated signaling pathways (Figure 2B). To investigate the in vivo efficacy of EC359, we established OVCAR8 xenografts in female SCID mice. Mice were randomized to receive either vehicle or EC359 treatment. EC359 significantly suppressed tumor growth and reduced final tumor weights compared to vehicle controls, without affecting overall body weight (Figure 2C–E). Collectively, these findings demonstrate that *Ras*/*Raf*-mutant OCa cells depend on LIF/LIFR autocrine signaling for survival and proliferation. EC359 effectively disrupts this pathway, leading to inhibition of downstream signaling and suppression of tumor growth both in vitro and in vivo.

### 3.3. Trametinib Induces Aberrant Activation of LIFR Signaling in Ras/Raf-Mutant Ovarian Cancer Cells, Which Is Effectively Suppressed by EC359

Trametinib, a MEK inhibitor, is known to be effective against tumors harboring Ras and Raf mutations by targeting hyperactive MEK signaling. In this study, we investigated its impact on LIF/LIFR signaling in *Ras*/*Raf*-mutant OCa cells. Western blot analyses revealed that trametinib treatment led to a time- and dose-dependent increase in LIFR expression and phosphorylation of STAT3 across multiple OCa cell lines (Figure 3A,B). This trametinib-induced activation of STAT3 was abolished in *LIFR* knockout (*LIFR-KO*) cells, confirming that LIFR is essential for mediating this response (Figure 3C). To determine whether inhibition of *LIFR* could counteract this feedback activation, we examined the effect of EC359, a small molecule LIFR inhibitor. RT-qPCR analysis in OV7 cells demonstrated that EC359 downregulated LIFR downstream target genes, indicating effective transcriptional suppression of LIFR signaling (Figure 3D). Western blot analysis in OV56 and OCa-76 cells further showed that EC359 blocked trametinib-induced upregulation of LIFR and pSTAT3, confirming that it attenuates LIFR-mediated signaling at the protein level (Figure 3E). Functionally, colony formation assays revealed that the combination of EC359 with trametinib significantly reduced the clonogenic survival of *Ras*/*Raf*-mutant OCa cells compared to trametinib alone (Figure 3F,G). The observed synergy between trametinib and EC359 is mechanistically linked to the aberrant activation of LIFR signaling specifically in *Ras*/*Raf*-mutated contexts. To address whether this mechanism extends to wild-type Ras OCa models (SKOV3, OVCAR3), we tested LIFR activation in those cells and found no evidence of LIFR activation (Supplementary Figure S1). These findings suggest that trametinib paradoxically induces LIFR signaling in *Ras*/*Raf*-mutant OCa cells, potentially contributing to adaptive resistance, and that co-treatment with EC359 effectively suppresses this compensatory pathway, enhancing anti-tumor efficacy.

### 3.4. Combination Therapy with Trametinib and EC359 Modulates Transcriptional Programs Associated with Apoptosis and Ribosome Biogenesis

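OVCAR8, an established human ovarian cancer cell line, was treated for 7 h with vehicle, 150 nM EC359, 100 nM trametinib or both agents, with 3 libraries for each of the 4 conditions. Polyadenylated RNA was made into stranded libraries, which were read from both ends for 100 bp. The authors assigned the reads to the exons of each gene with featureCounts 1.5.0-p1 and an hg38 annotation. Reads with a mapping quality under 2 were left out, and a read with several placements or several overlapping genes was divided among them by the authors. The deposited values are therefore estimated counts without normalization, which were rounded to whole numbers before any test. Between 24790392 and 32467283 reads per library were counted on the 26485 genes of the annotation. The median total was 30375647 in control, 26653904 with EC359, 29009243 with trametinib and 28119138 with the combination. After edgeR's filter on low counts, 14865 genes were tested, and expression is given as CPM (counts scaled to a common library size) after TMM normalization. The 12 libraries were fitted together with edgeR's quasi-likelihood test. A gene was called differentially expressed when its Benjamini-Hochberg adjusted p-value was under 0.05 and its change was at least 2-fold, following the thresholds in the legend of Figure 4. Across genes, which are not independent replicates, log2 CPM correlated between libraries of the same condition with Pearson's r from 0.993 to 0.994, against 0.962 to 0.989 between conditions.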

To better understand the molecular mechanisms underlying the enhanced anti-tumor effects of EC359 and trametinib combination therapy, we performed RNA sequencing on OVCAR8 cells treated with vehicle, EC359, trametinib, or the combination of both agents. 

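Compared to control, 1081 genes were upregulated and 872 were downregulated by at least 2-fold in the combination group, 1953 in all, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The setting that moved this number most was the fold change threshold, since 10353 genes had an adjusted p-value under 0.05 without a minimum fold change. The largest increases, among genes of at least 10 CPM whose combination libraries all lay above the controls, were in ATF3, HMOX1, CXCL8, HSPA6 and CXCL2. ATF3, which lies on chromosome 1 from 212565334 to 212620777 in hg38, rose from 3.29 ± 0.441 CPM (SD, n = 3) in control to 183 ± 2.96 CPM (SD, n = 3) in the combination. Its log2 fold change was 5.79 (standard error 0.06, adjusted p = 1.4e-59 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HMOX1, on chromosome 22 from 35381067 to 35394214, had a log2 fold change of 5.41. The log2 fold changes of CXCL8, HSPA6 and CXCL2 were 4.86, 4.68 and 4.35. With EC359 alone, ATF3 rose less, by a log2 fold change of 4.70, while HMOX1 and CXCL2 rose more, by 5.50 and 5.59. CXCL8 was also higher with EC359 alone, at 286 ± 13.1 CPM against 105 ± 1.75 CPM in the combination (SD, n = 3 each). The largest decreases, by the same rule, were in SPRY4, MYEOV, ETV5, ETV1 and HMGA2, with log2 fold changes of -3.70, -3.69, -3.53, -3.41 and -2.85. SPRY4, on chromosome 5 from 142310427 to 142325055, fell from 19.5 ± 0.663 CPM (SD, n = 3) to 1.51 ± 0.206 CPM (SD, n = 3). With trametinib alone, the log2 fold changes of these 5 genes were -6.28, -3.19, -4.15, -4.31 and -1.99.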

Differential gene expression analysis revealed a distinct transcriptional profile in the combination-treated group, with 1307 genes showing ≥2-fold change compared to control. A Venn diagram illustrates the overlap of differentially expressed genes (DEGs) across treatment conditions, with a substantial number of unique DEGs in the combination group (Figure 4A). 

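EC359 alone changed 1038 genes compared to control, 623 upward and 415 downward, and trametinib alone changed 213, 71 upward and 142 downward. Of the DEGs of the combination, 1058 (54.2%) passed the thresholds in the combination only, 569 upward and 489 downward. Another 768 were shared with EC359 only, 94 with trametinib only, and 33 with both single agents. Since the comparisons share the same control libraries, 4 groups without any difference were simulated 20 times at the depths of these libraries. The log2 fold changes of the combination and of EC359 correlated across genes with r = 0.80, against a median of 0.47 in the simulations. For the combination and trametinib, r was 0.33, against a simulated median of 0.48. In the simulations all changes are noise, and the shared controls alone set r. A value under 0.48 is therefore no sign that the effect of trametinib was absent from the combination. Of the 213 genes changed with trametinib, 185 moved in the same direction in the combination.
Passing a threshold in a single comparison is no test of a difference between treatments, so the treatments were also compared directly. Of the 1058 genes, 797 differed from EC359 alone in the direction of their change, and 764 differed from both single agents, at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. EC359 alone moved 709 of them (67.0%) in the same direction at that threshold, without a minimum fold change, and trametinib alone moved 274. The genes upregulated only in the combination had a median log2 fold change of 1.27 in the combination, 0.66 with EC359 and 0.19 with trametinib. For the downregulated genes the medians were -1.22, -0.69 and -0.09. In 467 of the genes the change exceeded the sum of the log2 effects of the single agents, as tested by the interaction term, and in 6 it fell short of that sum. None of these direct tests set a minimum fold change, and the genes were selected on the same libraries. With glmTreat, edgeR's test against a 1.5-fold change, 1526 genes changed only in the combination, and 170 of those also differed from EC359.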

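Gene lists were written by hand from general knowledge of each pathway before the data were examined, and are not the membership of a published collection. Each was tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over all lists. The 140 apoptosis genes had a median log2 fold change of 0.29 in the combination group compared to control (adjusted p = 9.3e-06), with 81 genes higher and 38 lower. The 186 genes of the p53 pathway had a median of 0.20 (adjusted p = 2.2e-06), with 99 higher and 43 lower. A shorter list of 28 direct p53 targets had a median of 0.19 and did not pass (adjusted p = 0.0591). The 94 genes of mitochondrial translation had a median of -0.31 (adjusted p = 6.7e-10), with 70 lower and 7 higher. The 58 MYC target genes had a median of -0.28 (adjusted p = 1.8e-06), with 38 lower and 9 higher. These gene counts are at an adjusted p-value under 0.05 over all genes tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the counts of these 4 lists were the same when adjusted over the list alone. The calls on the 4 lists held under fry and under camera with an estimated correlation, and the direct p53 targets passed under fry.
The setting that moved the medians most was normalization to total counts only, which put the median of all genes at -0.14, the apoptosis genes at 0.15 and the p53 pathway at 0.07. EC359 alone gave TMM-normalized medians of 0.21 for apoptosis, 0.22 for the p53 pathway and -0.26 for mitochondrial translation. In the direct comparison of the combination with EC359, the medians of these 3 lists were -0.01, 0.01 and -0.01. All 3 passed under fry, as lower in the combination than with EC359, but not under camera. The MYC targets were lower than with EC359 alone, with a median of -0.17 (limma's camera with Benjamini-Hochberg adjustment, adjusted p = 1.1e-08). Trametinib alone gave the MYC targets a median of -0.19, and in the direct comparison of the combination with trametinib the median was -0.08 (limma's camera with Benjamini-Hochberg adjustment, adjusted p = 0.0470), which did not pass with an estimated correlation.

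**Figure D1:**
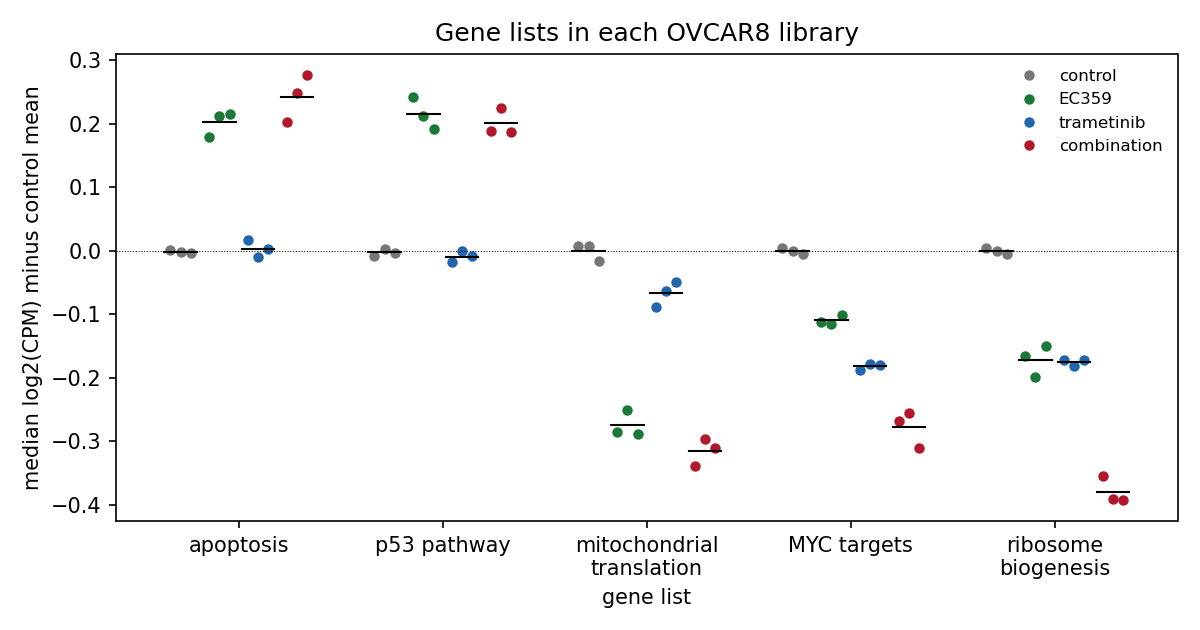
Median over the genes of each list of log2 CPM minus the control mean (y axis, log2) in each library, by gene list (x axis); points are libraries (3 per condition) and black lines their means. The combination libraries lie above the controls for apoptosis and the p53 pathway and below them for the other 3 lists.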

Gene Set Enrichment Analysis (GSEA) demonstrated that combination therapy significantly upregulated genes involved in apoptotic signaling, while concurrently downregulating genes associated with mitochondrial translation and *MYC* targets, two pathways critical for cellular proliferation and survival (Figure 4B,C). Additionally, RNA-seq analysis confirmed the upregulation of ferroptosis-inducing genes in the combination group when compared to control group indicating a breakdown in ferroptosis defense mechanisms that ultimately contributes to ferroptotic cell death (Figure 4D). 

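The 20 genes of Figure 4D were all upregulated at least 2-fold in the combination group compared to control, and all 20 were also higher when adjusted over the list alone. The list was read from the paper's heatmap of these same libraries, which shows genes activated in the combination. Their rise is therefore no independent test. The log2 fold changes ran from 1.01 to 5.79, with a median of 1.93. KMT2D, at the low end, was 192 ± 6.21 CPM (SD, n = 3) against 95.8 ± 3.64 CPM (SD, n = 3) in control, and its log2 fold change was 0.98 in the lowest of the 6 fits that each left out 1 library. SLC7A11 rose from 31.5 ± 1.71 to 199.9 ± 4.35 CPM (SD, n = 3 each), a log2 fold change of 2.67 (standard error 0.04). Whether SLC7A11 and the other genes promote or restrain ferroptosis was not examined here, so their rise does not tell its direction. AQP3 and SOCS1 rested on few reads, with 0.463 and 0.803 CPM in control. With EC359 alone 17 of the genes rose at least 2-fold, with a median log2 fold change of 2.17. With trametinib alone 1 did, ATF3, and the median was -0.05. Compared to EC359 alone, 7 of the genes were higher in the combination and 7 were lower, at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. NDRG1 was lower than with EC359 by a log2 fold change of -1.02, and ATF3 was higher by 1.10.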

To further explore the biological processes uniquely affected by the combination treatment, we performed pathway enrichment analysis using Metascape. Genes uniquely upregulated in the combination group were significantly enriched in pathways related to epigenetic regulation, including PRC2-mediated histone and DNA methylation, chromatin remodeling, and cellular stress response to metal ions, suggesting activation of tumor-suppressive and regulatory processes (Figure 4E). Conversely, genes uniquely downregulated in the combination group were enriched in ribosome biogenesis, ribosomal large subunit assembly, rRNA modification, and RNA 3′-end processing—pathways indicative of suppressed translational activity and protein synthesis (Figure 4F). 

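Replication-dependent histone genes, taken by symbol, made up 14 of the 569 genes upregulated only in the combination, against 43 of all genes tested. The odds ratio was 12.4 (95% confidence interval 6.02 to 24.4, two-sided Fisher's exact test p = 3.5e-10). These genes rested on few reads, since their median expression was 0.719 CPM in libraries that select polyadenylated RNA, and most histone transcripts carry no poly(A) tail. The 43 genes had a median log2 fold change of 0.69 in the combination, 0.05 with EC359 and 0.05 with trametinib. With normalization to total counts only, the EC359 value changed sign, to -0.08. As a list they did not pass limma's camera (adjusted p = 0.147) and passed fry (adjusted p = 4.2e-04), each with Benjamini-Hochberg adjustment over all lists. In the combination 22 of them were higher and 2 lower at an adjusted p-value under 0.05 over all genes tested by edgeR's quasi-likelihood test with Benjamini-Hochberg, or 20 and 1 when adjusted over the list alone. HIST1H4C was 13.6 ± 1.61 CPM (SD, n = 3) in the combination and 3.15 ± 1.76 CPM (SD, n = 3) in control.
Metallothionein genes, which respond to metal ions, made up 4 of the genes upregulated only in the combination, against 7 tested (odds ratio 33.7, 95% confidence interval 5.69 to 230.3, two-sided Fisher's exact test p = 6.8e-05). Their median log2 fold change was 1.62, with 7 higher and 0 lower, both over all genes tested and adjusted over the list alone. MT1X, on chromosome 16 from 56682470 to 56684196, rose from 33.2 ± 2.01 to 110.2 ± 4.69 CPM (SD, n = 3 each). Near-identical metallothionein genes can share reads, so the values of single family members are uncertain. Expression was therefore also summed over the 9 listed genes of the family. The sum was 557 ± 1.73 CPM in control, 672 ± 3.54 with EC359, 441 ± 3.86 with trametinib and 919 ± 22.6 with the combination (SD, n = 3 each).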

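Of the 489 genes downregulated only in the combination, 18 belonged to a list of 162 ribosome biogenesis genes, all of which were tested. The odds ratio was 3.78 (95% confidence interval 2.16 to 6.25, two-sided Fisher's exact test p = 6.5e-06). This enrichment depended on the minimum fold change, since without it the odds ratio of ribosome biogenesis genes among genes lowered only in the combination was 0.536 (Fisher's exact test p = 0.225). Among the 415 genes downregulated by EC359 alone, 1 was on the list. The list as a whole had a median log2 fold change of -0.38 compared to control (limma's camera with Benjamini-Hochberg adjustment over all lists, adjusted p = 1.0e-16). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 122 of its genes were lower and 18 higher at an adjusted p-value under 0.05, and the counts were the same when adjusted over the list alone. The single agents gave medians of -0.17 with EC359 and -0.18 with trametinib. The median of the interaction term was -0.02, which passed fry (adjusted p = 0.00153) but not camera (adjusted p = 0.0847), both from limma.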

RNA-seq findings were validated by Western blot analysis, which showed reduced levels of c-Myc and anti-apoptotic proteins following combination treatment (Figure 4G).

Collectively, these findings demonstrate that EC359 and trametinib combination therapy reprograms *Ras*/*Raf*-mutant OCa cells by activating pro-apoptotic and stress response pathways while simultaneously repressing biosynthetic and proliferative programs, contributing to the observed anti-tumor efficacy.

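Further lists covered the stress responses and the signaling that the inhibitors act on. In the combination group the median log2 fold change was 0.57 for 33 ATF4 targets, 0.63 for 23 HSF1 targets and 0.53 for 30 NRF2 targets, and each passed limma's camera (largest adjusted p = 3.9e-10, Benjamini-Hochberg adjustment over all lists). With EC359 alone these medians were 0.77, 0.42 and 0.43, and with trametinib alone they were 0.04, -0.06 and 0.07. The 12 STAT3 targets had a median of 0.69 in the combination, 1.00 with EC359 and 0.07 with trametinib. The adjusted p-values from limma's camera with Benjamini-Hochberg adjustment were 3.4e-05, 3.5e-09 and 0.150. With EC359, 11 of the targets were higher and 0 lower. The paper reports lower phosphorylation of STAT3 with EC359, a measure of protein, and the direction of these transcripts differs from it. Genes transcribed in response to MEK and ERK, 17 in the list, had a median of -1.64 in the combination and -2.34 with trametinib. CCND1, a gene of that list, fell from 808 ± 4.58 to 135 ± 0.652 CPM (SD, n = 3 each) in the combination. The combination differed by at least 2-fold from EC359 alone in 482 genes and from trametinib alone in 1723, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From the findings of this experiment, the paper concludes that the combination reprograms the cells, turning on pathways of cell death and stress and turning down biosynthesis and proliferation.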

### 3.5. Combination Therapy of EC359 and Trametinib Reduces Tumor Growth in Ras/Raf Mutant OCa Xenografts

To assess the in vivo efficacy of EC359 and trametinib combination therapy in *Ras*/*Raf*-mutant OCa, we utilized two xenograft models. In the ES2 CDX model harboring Ras mutations, SCID mice were randomized into treatment groups (*n* = 6 tumors/group) and received intraperitoneal EC359, oral trametinib, or their combination. The combination therapy significantly suppressed tumor growth, as evidenced by reduced tumor volume and final tumor weight compared to either single-agent treatment or control (Figure 5A,B). Body weight remained consistent across all treatment groups, indicating good tolerability (Figure 5C). To further validate these findings, we employed the OCa-76 PDX model, which represent LGSOC. Similar to the ES2 model, combination therapy markedly reduced tumor volume and tumor weight compared to monotherapies or control (Figure 5D,E), with no significant changes in body weight observed (Figure 5F). Together, these results demonstrate that co-targeting LIFR and MEK pathways using EC359 and trametinib provides superior anti-tumor efficacy in both xenograft and PDX models, without inducing observable toxicity, supporting its potential as a promising therapeutic strategy.

## 4. Discussion

*Ras* and *Raf* mutations are frequently observed in specific subtypes of OCa, including LGSOC, borderline serous tumors, and MOC [5]. These mutations are associated with poor prognosis and resistance to conventional therapies, largely due to persistent activation of the MAPK signaling pathway [21]. Recent studies in pancreatic cancer have also implicated Ras mutations in the upregulation of LIF signaling, which further promotes tumor cell survival and therapy resistance [11]. Our study identifies LIFR signaling as a critical vulnerability in *Ras*/*Raf*-mutant OCa, and LGSOC and demonstrates the therapeutic potential of targeting this pathway using the LIFR inhibitor EC359, both as a monotherapy and in combination with the MEK inhibitor trametinib.

LGSOC and other *Ras*/*Raf*-driven ovarian cancers pose a significant therapeutic challenge due to their intrinsic resistance to chemotherapy and limited treatment options. Our group previously developed and characterized EC359, a selective small-molecule inhibitor that binds to LIFR and blocks ligand interaction [22]. The specificity and efficacy of EC359 have been validated in several cancer types, including Oca [19], endometrial [14,15], pancreatic [16,17], and renal cancers [18]. In this study, we show that EC359 significantly reduced tumor growth in Ras-mutant OVCAR8 xenografts without affecting body weight, signifies its therapeutic potential and tolerability in vivo.

The LIF/LIFR axis has been implicated in several hallmarks of cancer, including enhanced proliferation, immune evasion, chemoresistance, and poor patient survival. Autocrine or paracrine LIF/LIFR signaling loops have been described in various malignancies [23,24,25]. For instance, LIF acts in a paracrine manner in *Ras*/*Raf*-mutant pancreatic cancer to support tumor progression [11], and to promote stemness and invasion in pancreatic cancer [22]. In our study, we demonstrate that Ras- and Raf-mutant OCa cells express both LIF and LIFR, supporting the presence of an autocrine signaling loop. Pharmacologic inhibition of LIFR with EC359 significantly impaired cell viability and clonogenic survival across multiple Ras- and *Raf*-mutant OCa models.

EC359-induced cytotoxicity was associated with ferroptosis, a regulated form of cell death driven by iron-dependent lipid peroxidation. EC359 treatment increased lipid peroxidation in OCa cells as observed by BODIPY-C11 staining [18]. Further, EC359 treatment is promoted mitochondrial morphological changes characteristic of ferroptosis, as observed by electron microscopy [19]. Mechanistically, EC359 treatment suppressed phosphorylation of key downstream effectors of LIFR signaling, including mTOR, STAT3, and S6, indicating effective blockade of oncogenic signaling. In our studies using *Ras*/*Raf* mutant cancer cells, co-treatment with the ferroptosis inhibitor Ferrostatin-1 rescued EC359-induced cell death, and Western blot analysis confirmed downregulation of the ferroptosis regulator GPX4. These findings are consistent with recent reports that LIFR inhibition promotes ferroptosis [18,19] and suggest that LIFR signaling supports redox homeostasis in *Ras*/*Raf*-mutant OCa cells.

Published studies showed that trametinib resistance occur via multiple mechanisms including epigenetic adaptation, compensatory activation of PI3K/AKT or RTKs, and reactivation of the MAPK pathway [26,27,28]. Interestingly, in our studies we observed that trametinib treatment paradoxically upregulated LIF and LIFR expressions, potentially contributing to adaptive resistance. This aligns with previous studies showing feedback activation of survival pathways following MEK inhibition. Importantly, co-treatment with EC359 abrogated trametinib-induced LIFR activation, resulting in enhanced suppression of clonogenic survival and downstream signaling. Transcriptomic analysis further revealed that the EC359 + trametinib combination downregulated genes associated with the *MYC* and mitochondrial translation pathways. Further, combination therapy upregulated apoptosis-related genes, indicating a shift from a proliferative to a pro-death transcriptional program. These molecular changes were consistent with the observed in vivo efficacy of the combination therapy in both Ras- and Raf-mutant xenograft models, where it significantly reduced tumor volume and weight without inducing toxicity.

Our data suggest a favorable therapeutic window for combination therapy, as the doses of EC359 and trametinib used in this study were well tolerated and showed no signs of systemic toxicity. Our data suggest that the tumor-selective activity of this combination therapy arises from the presence of oncogenic *Ras*/*Raf* mutations in cancer cells, which drive constitutive activation of MEK signaling, and tumor cells with *Ras*/*Raf* mutations exhibit autocrine activation of the LIF/LIFR pathway, further sensitizing them to EC359. In contrast, normal cells lack these oncogenic drivers and therefore are less susceptible to combination therapy. Conducting detailed toxicity studies is beyond the scope of this study, and these will be examined in future studies.

Our research findings have important clinical implications for *Ras*/*Raf*-mutant OCa, which are resistant to standard chemotherapy and associated with poor prognosis. By demonstrating that EC359 potently reduces viability and clonogenic survival and induces both apoptosis and ferroptosis in *Ras*/*Raf*-mutant and low grade OCa cells, this work identifies LIFR signaling as a critical therapeutic vulnerability. Further, the ability of EC359 to overcome trametinib-induced compensatory LIFR activation also adds to its translation potential. Collectively, these results support a EC359/trametinib combination therapy in *Ras*/*Raf*-driven OCa and LGSOC.

## 5. Conclusions

In summary, our findings underscore the therapeutic potential of dual targeting the LIFR and MEK pathways in *Ras*/*Raf*-mutant OCa. EC359 effectively disrupts LIFR-mediated survival signaling and enhances the antitumor efficacy of trametinib by counteracting its compensatory upregulation of the LIF/LIFR axis. This combination strategy presents a promising approach to overcoming resistance mechanisms and improving therapeutic outcomes in patients with *Ras*/*Raf*-driven OCa.

## 6. Patents

Evestra Inc. San Antonio has a patent on EC359.

## Figures and Tables

**Figure 1:**
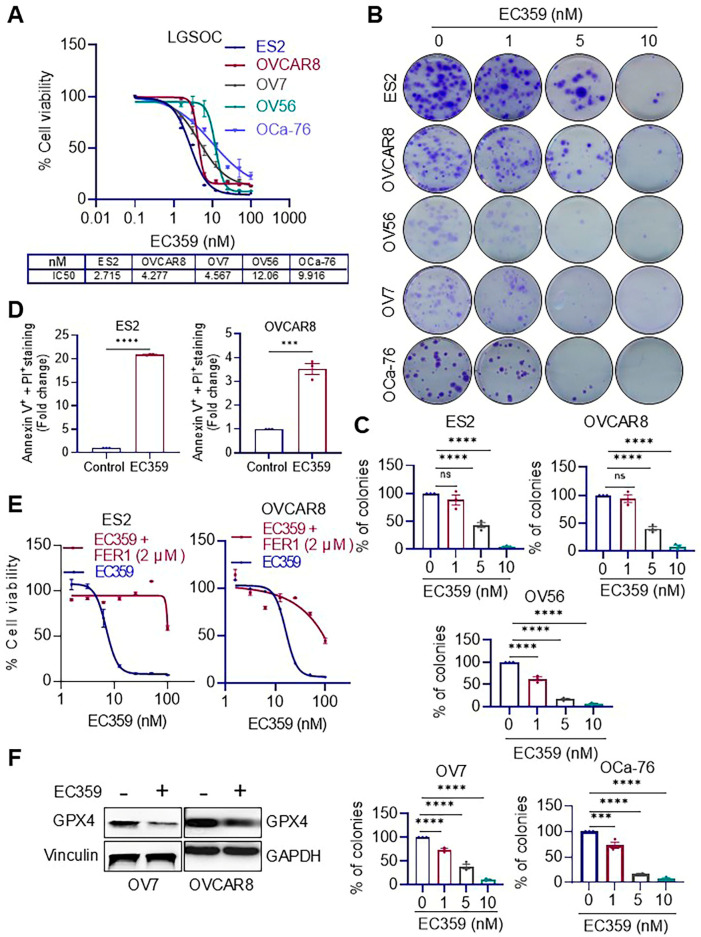
EC359 inhibits cell viability and induces ferroptosis in OCa models. (**A**) MTT assays demonstrate a dose-dependent decrease in cell viability following EC359 treatment across five OCa models (OVCAR8, OV7, OV56, OCa-76, and ES2). (**B**,**C**) EC359 markedly suppresses clonogenic survival in representative cell lines. Representative colony images (**B**) and corresponding quantification (**C**) are shown. (**D**) Annexin V assays reveal a significant increase in apoptotic cell populations upon EC359 (100 nM-48 h) treatment. (**E**) Co-treatment with the ferroptosis inhibitor ferrostatin-1 (Fer-1) rescues EC359-induced loss of cell viability. (**F**) Western blot analysis shows downregulation of the key ferroptosis regulator GPX4 in EC359 (100 nM-7 h) treated cells. Dots represent number of replicates. Data presented as mean ± SEM; significance was determined by Student’ *t*-test; one-way ANOVA; *** *p* < 0.001; **** *p* < 0.0001; ns, not significant.

**Figure 2:**
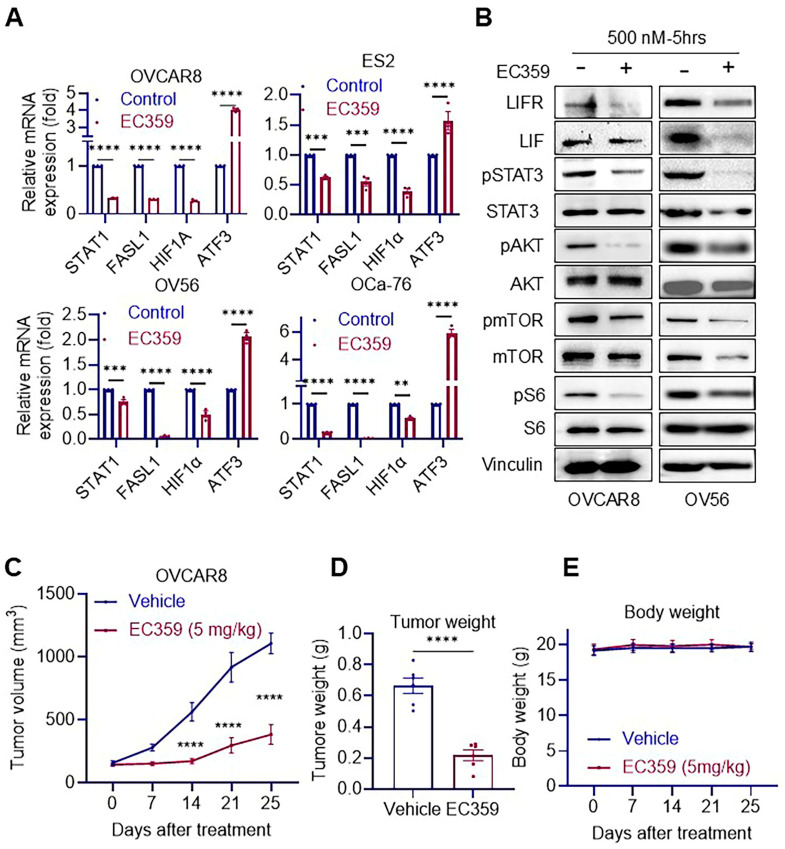
EC359 inhibits LIFR downstream signaling and reduces tumor growth in vivo. (**A**) RT-qPCR analysis showing reduced expression of LIFR downstream target genes in *Ras*/*Raf* mutant cell lines following EC359 (100 nM-7 h) treatment compared to control. (**B**) Western blot analysis demonstrating decreased levels of phosphorylated STAT3 and other LIFR pathway effectors in EC359-treated cell lines. (**C**) Tumor volume measurements over time show significant reduction in tumor growth in EC359-treated mice compared to vehicle-treated controls bearing OVCAR8 xenografts. (**D**) Final tumor weight at the end of the treatment period was significantly lower in the EC359 group compared to vehicle. (**E**) Body weight of mice treated with EC359, or vehicle remained unchanged throughout the study, indicating lack of overt systemic toxicity. Data presented as mean ± SEM; significance was determined by two-way ANOVA; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

**Figure 3:**
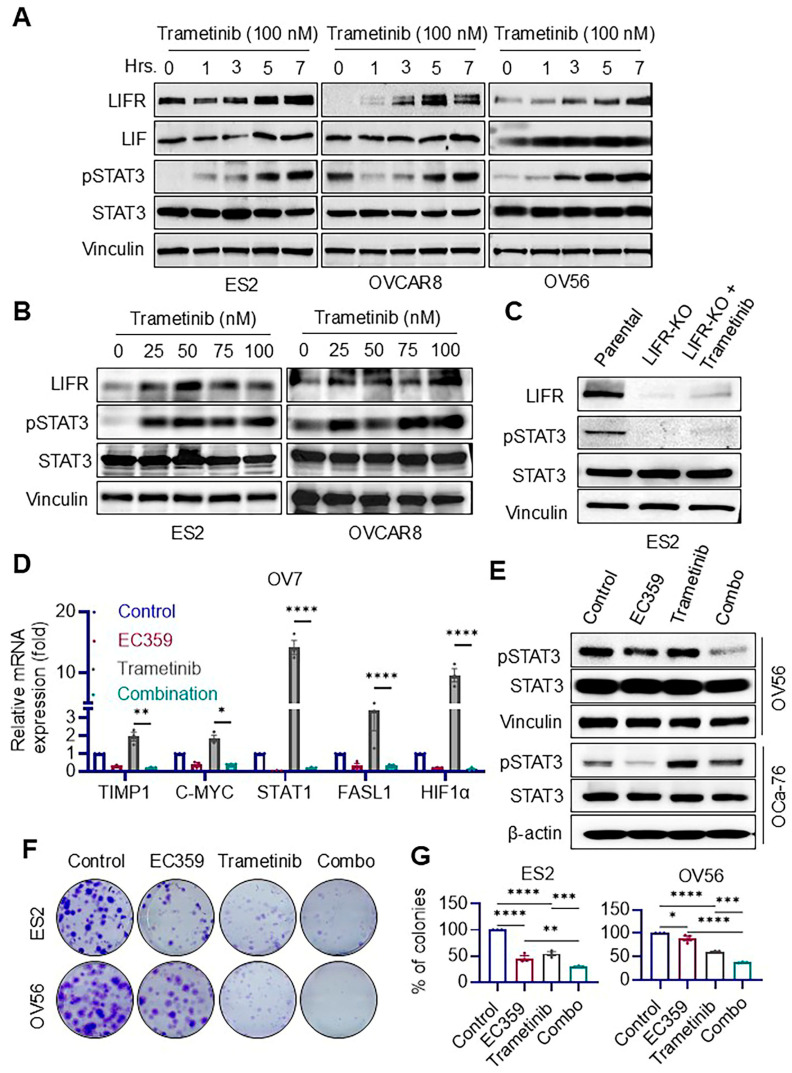
EC359 attenuates trametinib-induced LIFR signaling and enhances therapeutic efficacy in OCa cells. (**A**,**B**) Western blot analysis of multiple OCa cell lines shows a time- (**A**) and dose- (**B**) dependent increase in LIFR and phospho-STAT3 levels following trametinib treatment. (**C**) Western blot analysis of LIFR knockout (LIFR-KO) cells treated with trametinib (100 nM-7 h) reveals no induction of phospho-STAT3 in the absence of LIFR, confirming its requirement for trametinib-induced STAT3 activation. (**D**) RT-qPCR analysis in OV7 cells shows that EC359 suppresses LIFR downstream target gene expression, supporting its inhibitory effect on LIFR signaling. (**E**) Western blot analysis in OV56 and OCa-76 cells demonstrates that EC359 attenuates trametinib-induced upregulation of LIFR and pSTAT3, confirming its role in blocking LIFR-mediated signaling. (**F**,**G**) Colony formation assays reveal that combination treatment with EC359 (ES2-1 nM; OV56-5 nM) and trametinib (ES2-5 nM; OV56-10 nM) significantly reduces colony-forming ability compared to trametinib alone. Representative images (**F**) and quantification of colony formation (**G**) are shown. Data presented as mean ± SEM; significance was determined by two-way ANOVA; * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

**Figure 4:**
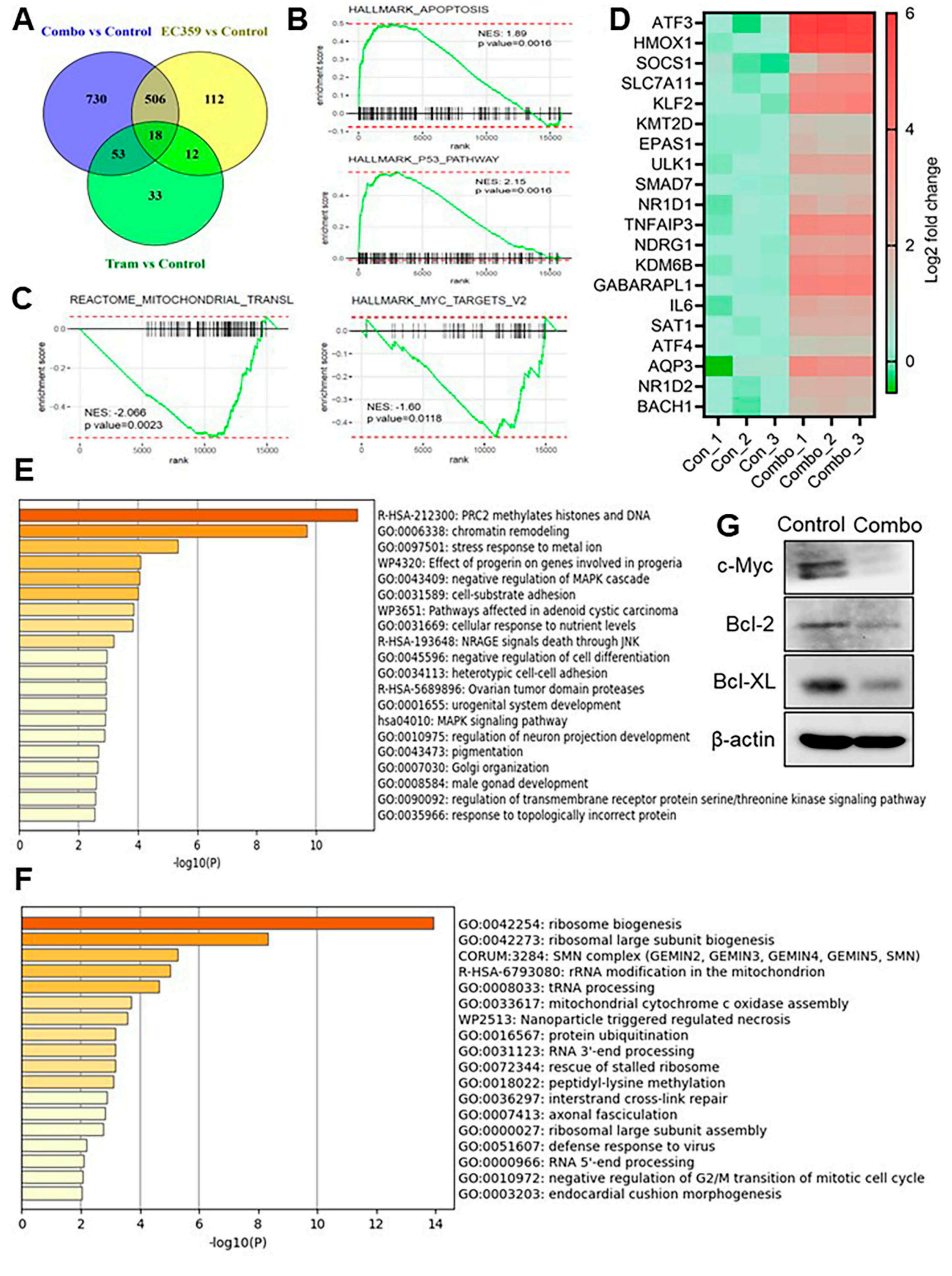
RNA-seq analysis reveals modulation of apoptotic and ribosomal biogenesis pathways in OVCAR8 cells following combination treatment with EC359 and trametinib. (**A**) Venn diagram showing the overlap of differentially expressed genes (DEGs) in OVCAR8 cells treated with EC359, trametinib, or their combination compared to control. (**B**,**C**) Gene Set Enrichment Analysis (GSEA) shows the top significantly enriched pathways in the combination-treated group, including upregulation of apoptotic signaling (**B**) and downregulation of mitochondrial translation and *MYC* target genes (**C**). (**D**) Heatmap show activation of several ferroptosis-related genes following combination treatment (**E**) Bar plot displaying the top enriched pathways (ranked by −log10(*P*)) from genes uniquely upregulated in the combination group, as identified by Metascape. Notable enriched pathways include PRC2-mediated histone and DNA methylation, chromatin remodeling, and stress response to metal ion indicating activation of key tumor-suppressive and regulatory processes. (**F**) Bar plot showing the top enriched pathways (ranked by −log10(*P*)) derived from genes uniquely downregulated in the combination group. These include ribosome biogenesis, ribosomal large subunit biogenesis, rRNA modification, and RNA processing. (**G**) Western blot showing the levels of c-MYC protein levels, and BCL-2 family proteins following combination treatment. Significant genes with fold change > 2 and adjusted *p* value < 0.05 were used for interpreting the biological pathways using GSEA. Fold change values in heatmap were calculated by normalization of FPKM values to those for control.

**Figure 5:**
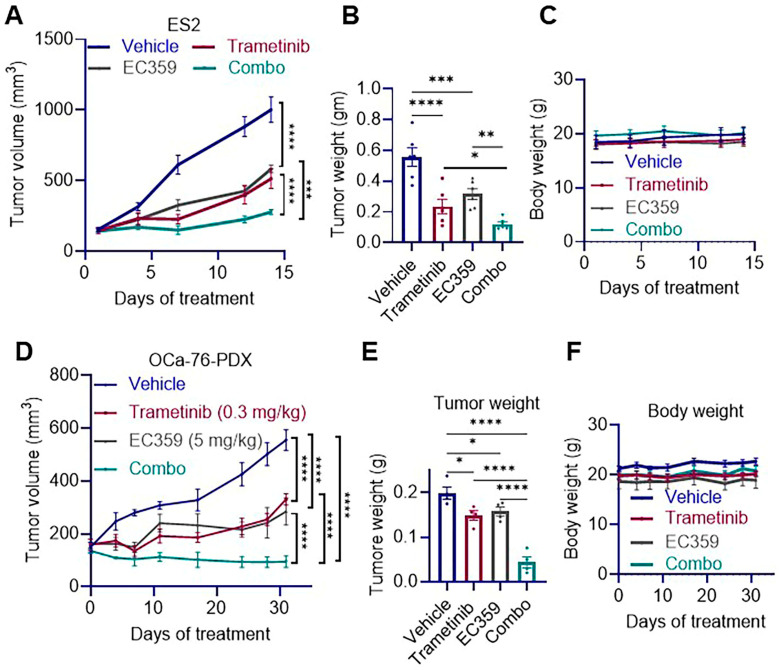
EC359 enhances the antitumor efficacy of trametinib in OCa xenograft and PDX models. (**A**,**B**) In the ES2 xenograft model, combination therapy with EC359 and trametinib led to a significant reduction in tumor volume (**A**) and final tumor weight (**B**) compared to control and single-agent treatments (*n* = 6 tumors). (**C**) Body weight remained stable across all treatment groups, indicating good tolerability. (**D**,**E**) In the OCa-76 PDX model, combination therapy significantly decreased tumor volume (**D**) and tumor weight (**E**) relative to control or monotherapies (*n* = 4 tumors). (**F**) No significant changes in body weight were observed among treatment groups, confirming treatment safety in vivo. Data presented as mean ± SEM; significance was determined by two-way ANOVA; * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

## Data Availability

All data generated for this study is included within this article. RNA-seq data have been deposited in the GEO database with GEO accession number GSE306834.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom15101396/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

AKT	Protein Kinase B
ANOVA	Analysis of Variance
ATCC	American Type Culture Collection
ATF3	Activating Transcription Factor 3
BRAF	B-Raf Proto-Oncogene, Serine/Threonine Kinase
EOC	Epithelial Ovarian Cancer
ENOC	Endometrioid Ovarian Cancer
FASL1	Fas Ligand 1
GEO	Gene Expression Omnibus
GPX4	Glutathione Peroxidase 4
HGSOC	High-Grade Serous Ovarian Cancer
HIF1α	Hypoxia-Inducible Factor 1-alpha
IC_50_	Half-Maximal Inhibitory Concentration
IP	Intraperitoneal
JAK	Janus Kinase
KRAS	Kirsten Rat Sarcoma Viral Oncogene Homolog
LGSOC	Low-Grade Serous Ovarian Cancer
LIF	Leukemia Inhibitory Factor
LIFR	Leukemia Inhibitory Factor Receptor
MEK	Mitogen-Activated Protein Kinase Kinase
MOC	Mucinous Ovarian Cancer
mTOR	Mechanistic Target of Rapamycin
MTT	3-(4,5-Dimethylthiazol-2-yl)-2,5-Diphenyltetrazolium Bromide
OCa	Ovarian Cancer
OCCC	Ovarian Clear Cell Carcinoma
PI3K	Phosphoinositide 3-Kinase
RNA-seq	RNA Sequencing
RT-qPCR	Reverse Transcription Quantitative PolymeRase Chain Reaction
SCID	Severe Combined Immunodeficiency
SE	Standard Error
STAT3	Signal Transducer and Activator of Transcription 3
STR	Short Tandem Repeat
TME	Tumor Microenvironment

# Supplementary material for: EC359 Enhances Trametinib Efficacy in Ras/Raf-Driven Ovarian Cancer by Suppressing LIFR Signaling
**Source:** Biomolecules. 2025 Sep 30;15(10):1396. doi: 10.3390/biom15101396
**Supplement:** Supplementary file 1

# Supplementary figure 1

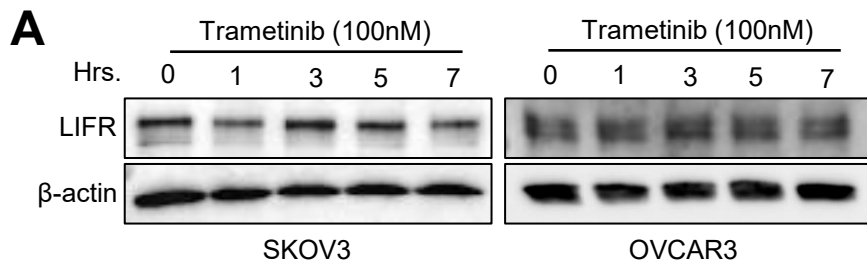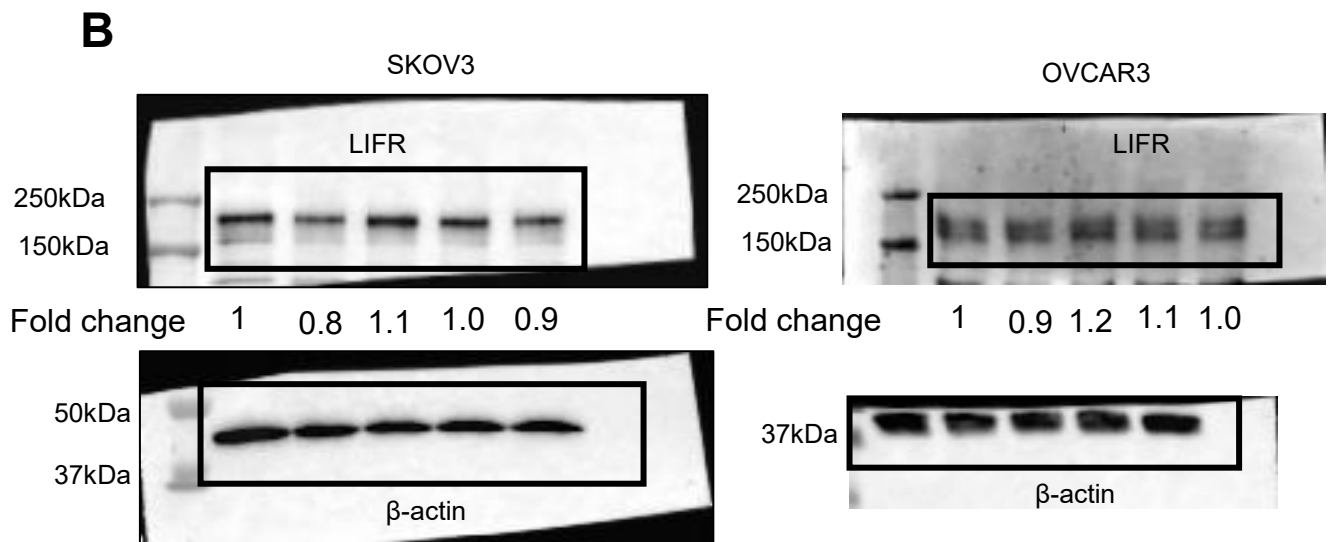

Supplementary figure 1. A, Western blot analysis of SKOV3 and OVCAR3 OCa cell lines shows a time-dependent effect on LIFR levels following trametinib treatment. B, Uncropped Western blots with densitometry were shown.

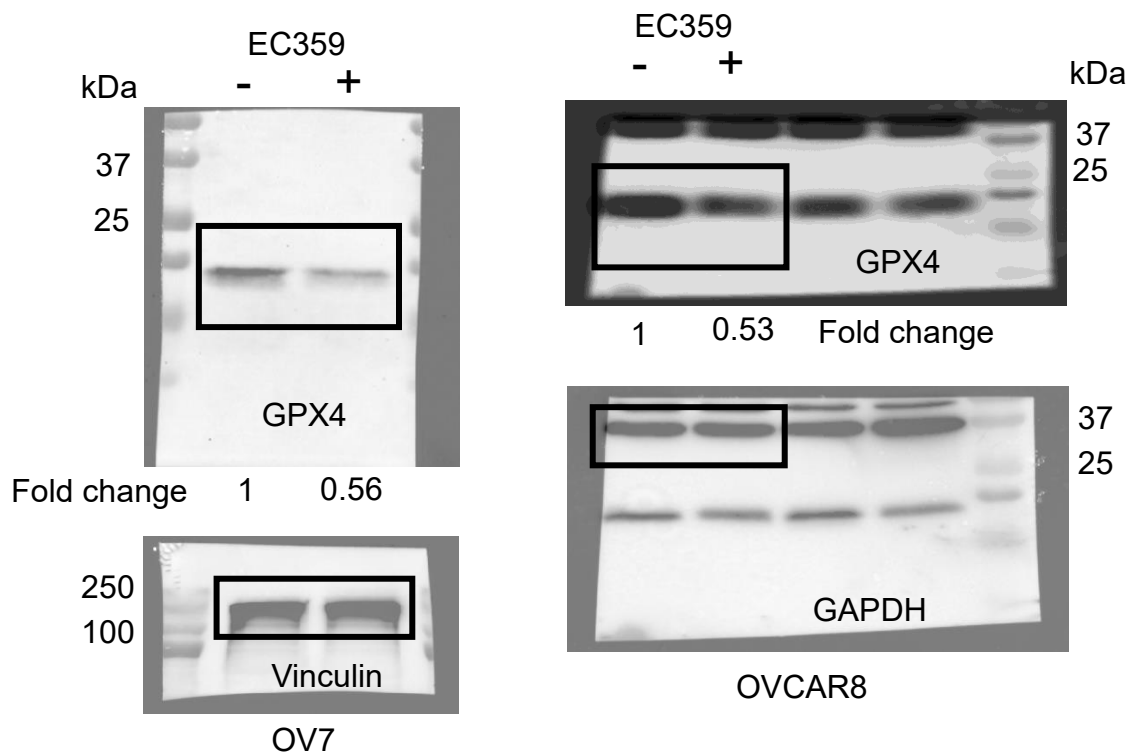

Uncropped Western blots with densitometry for figure 1F were shown.

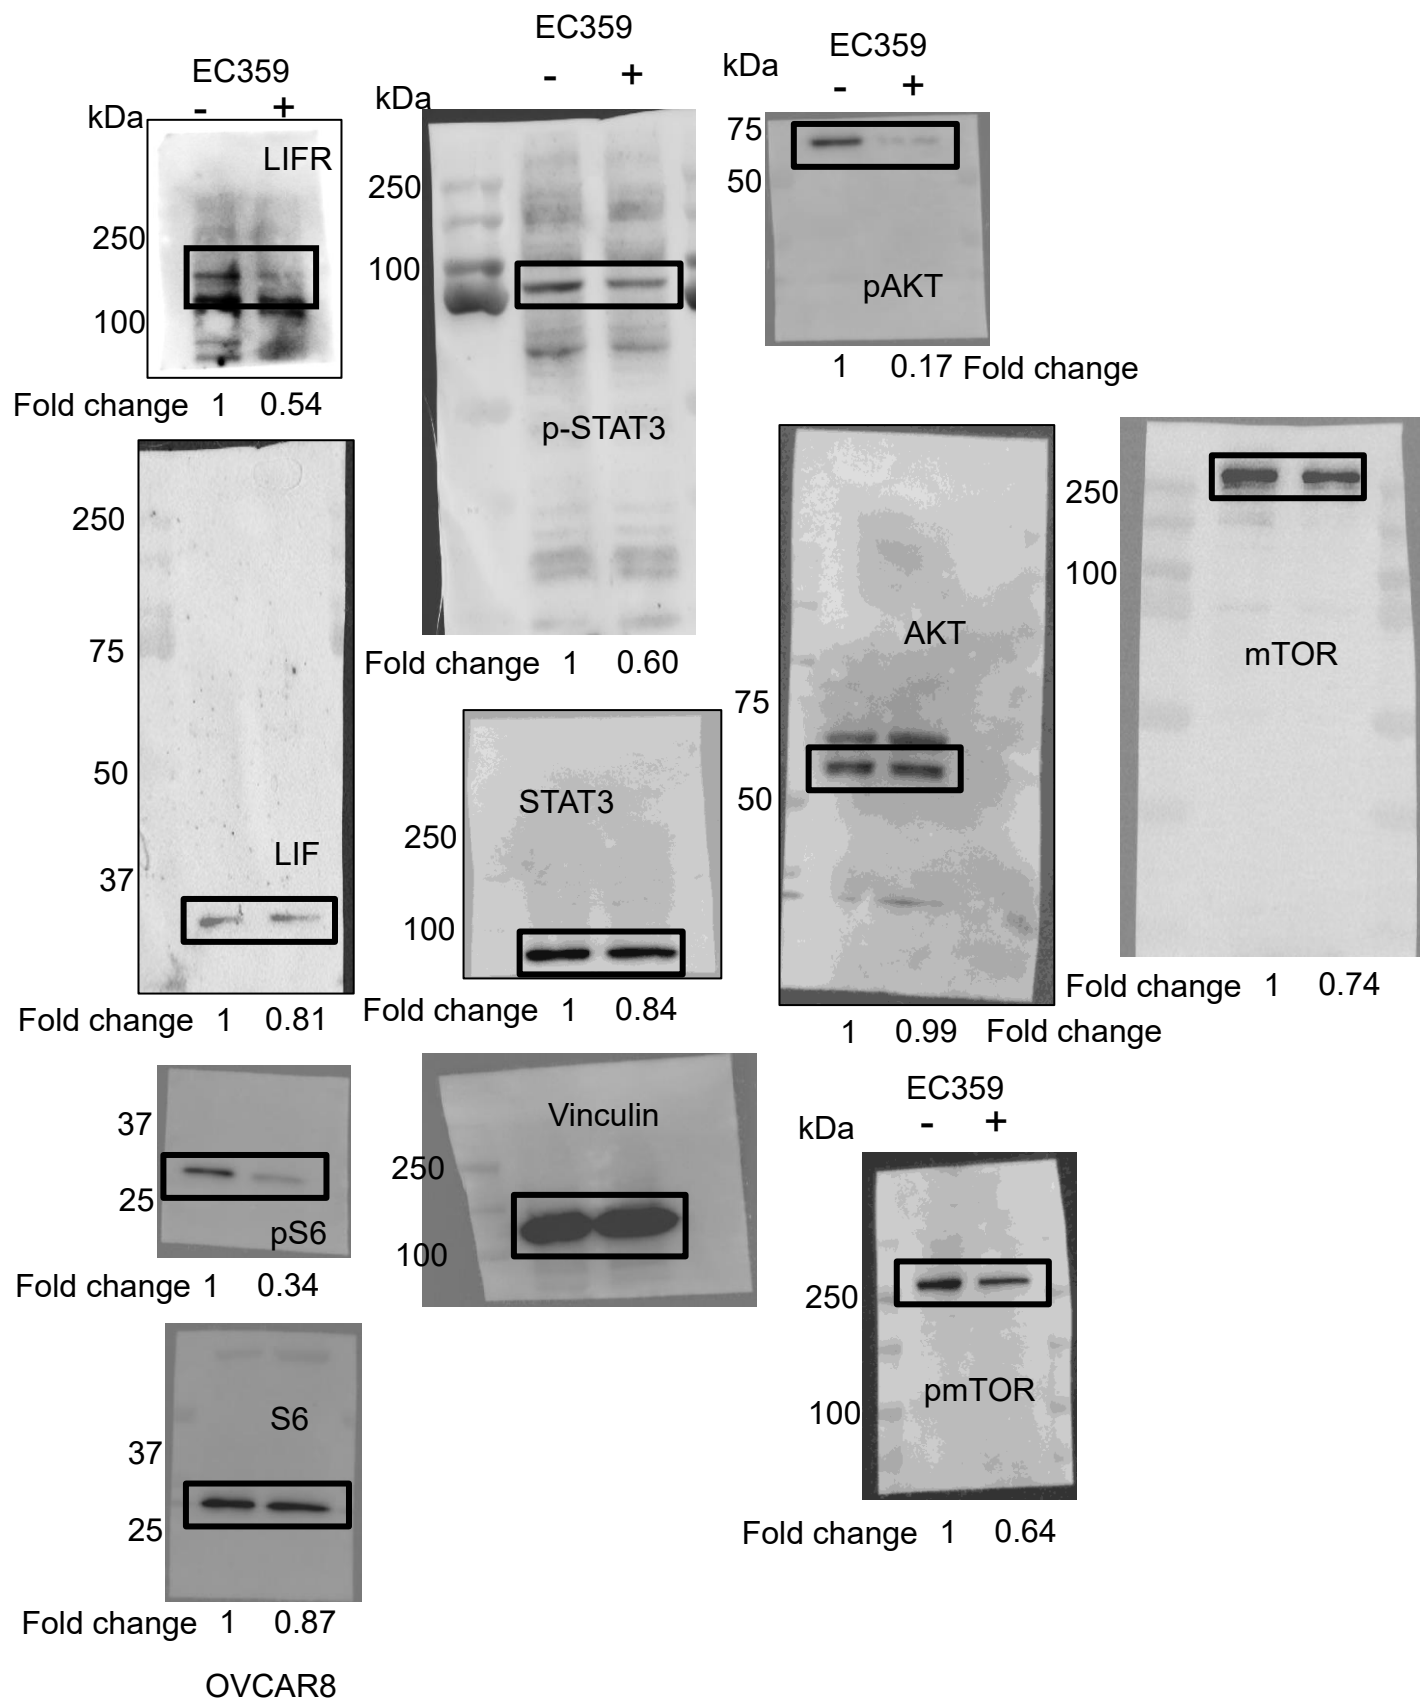

Uncropped Western blots with densitometry of figure 2B were shown.

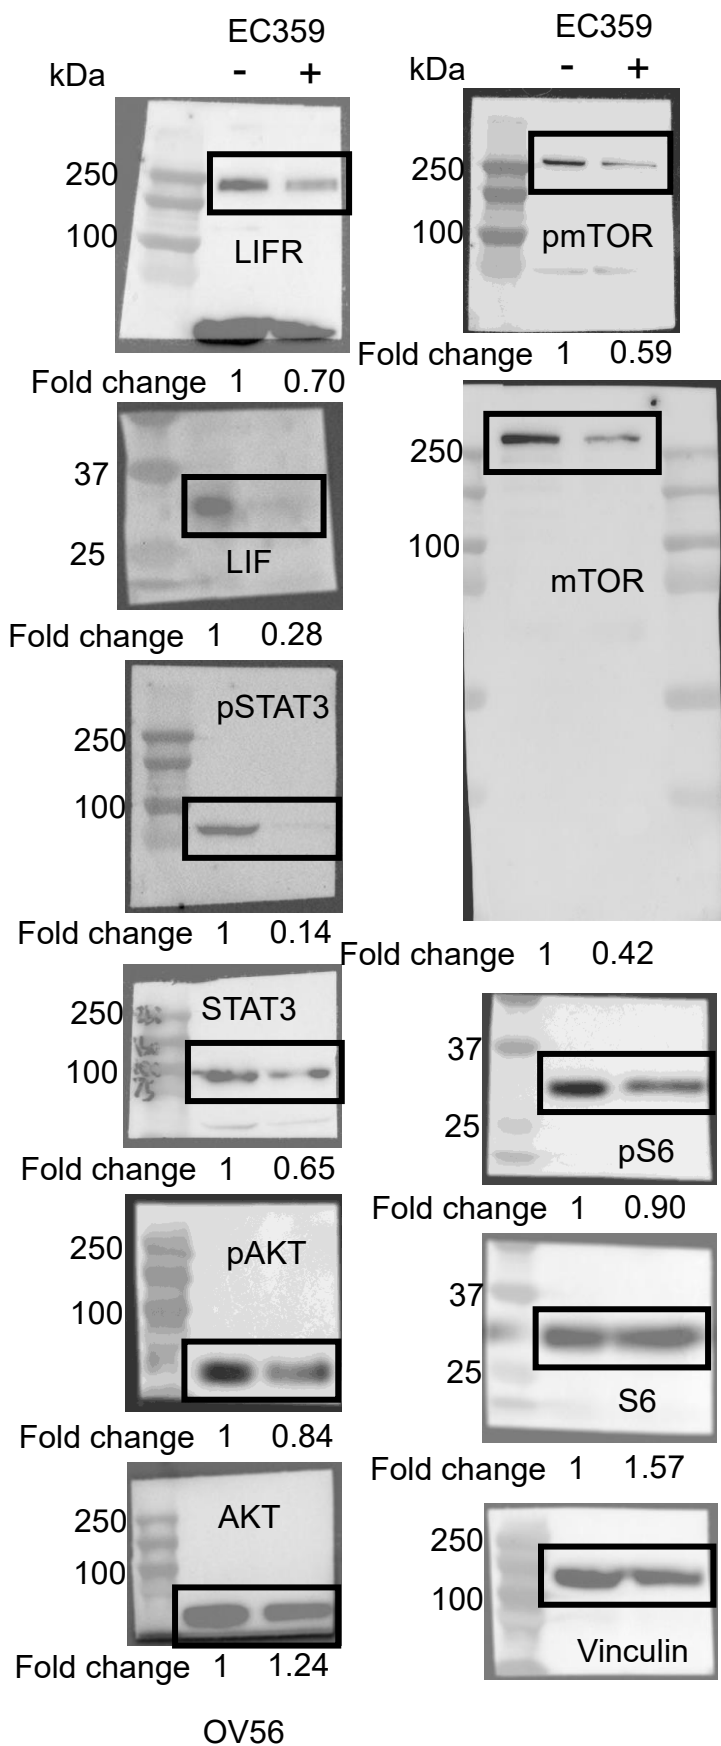

Uncropped Western blots with densitometry for figure 2B were shown.

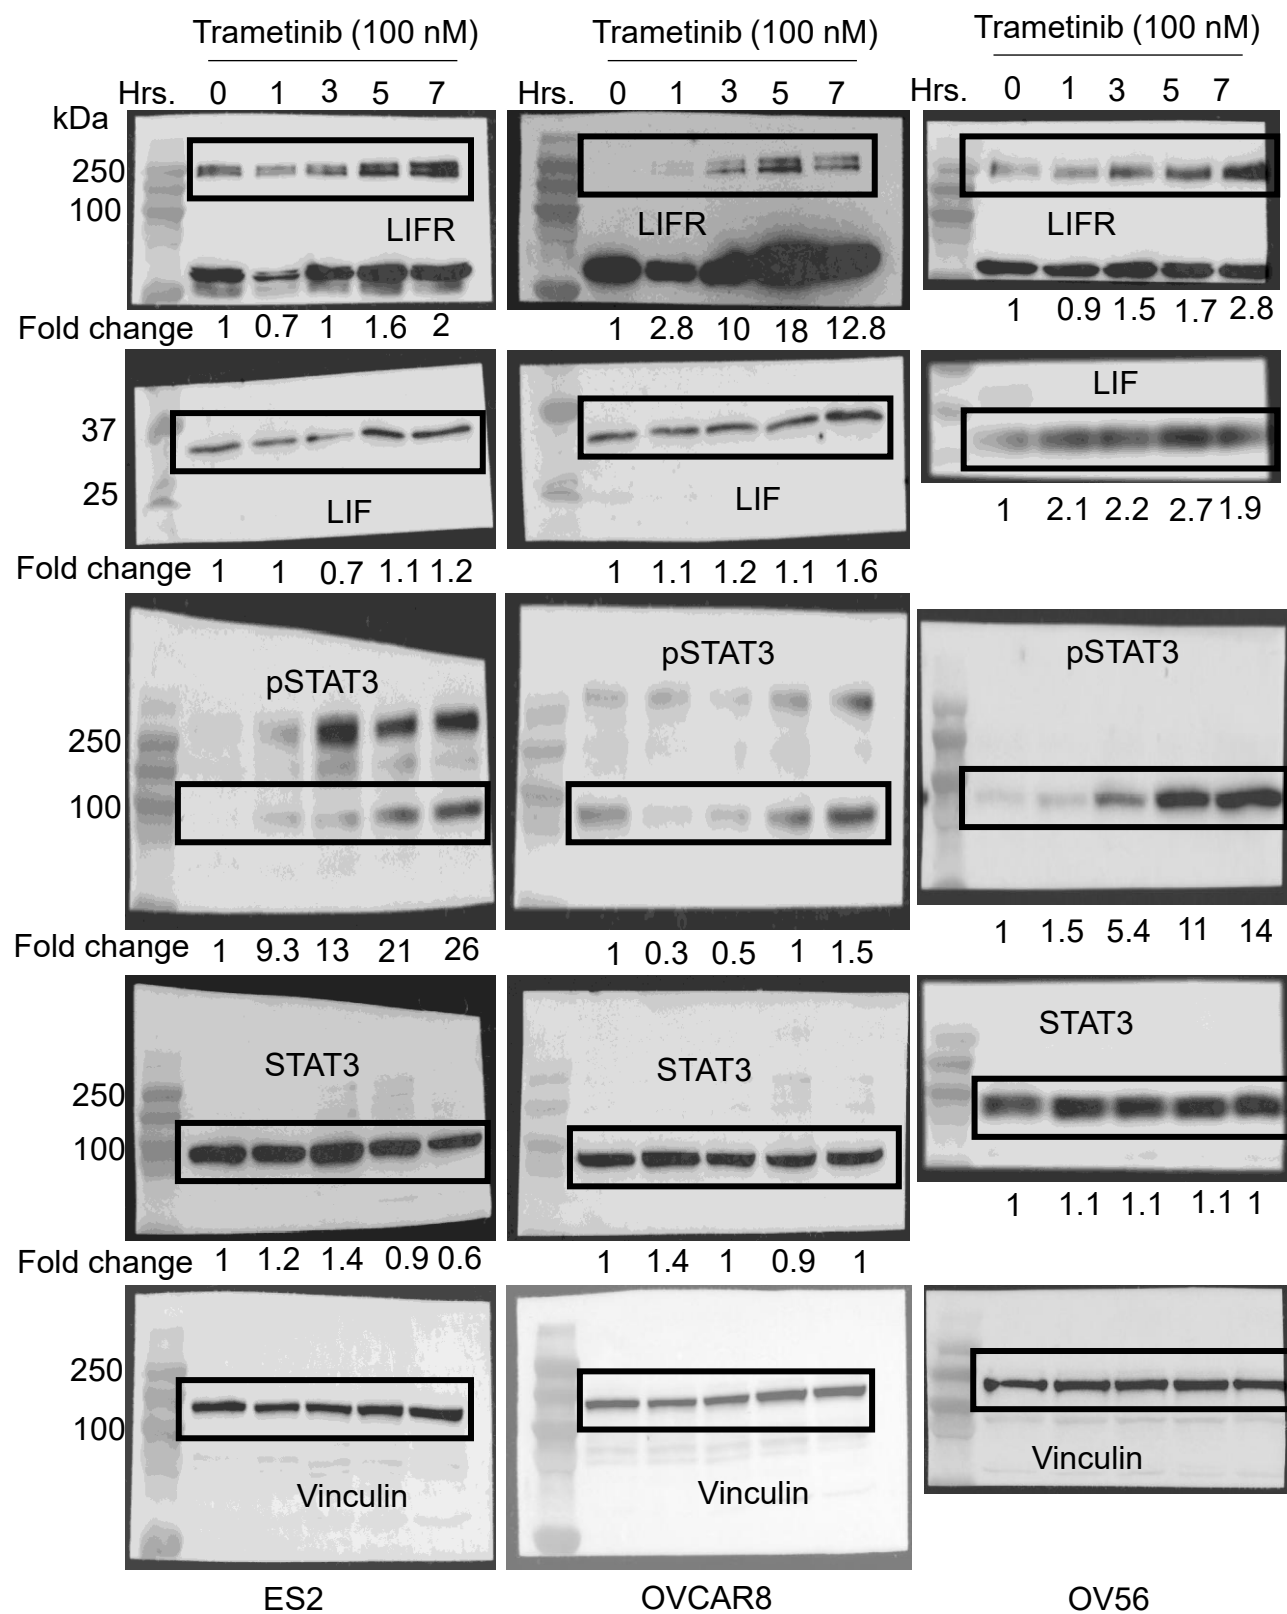

Uncropped Western blots with densitometry for figure 3A were shown.

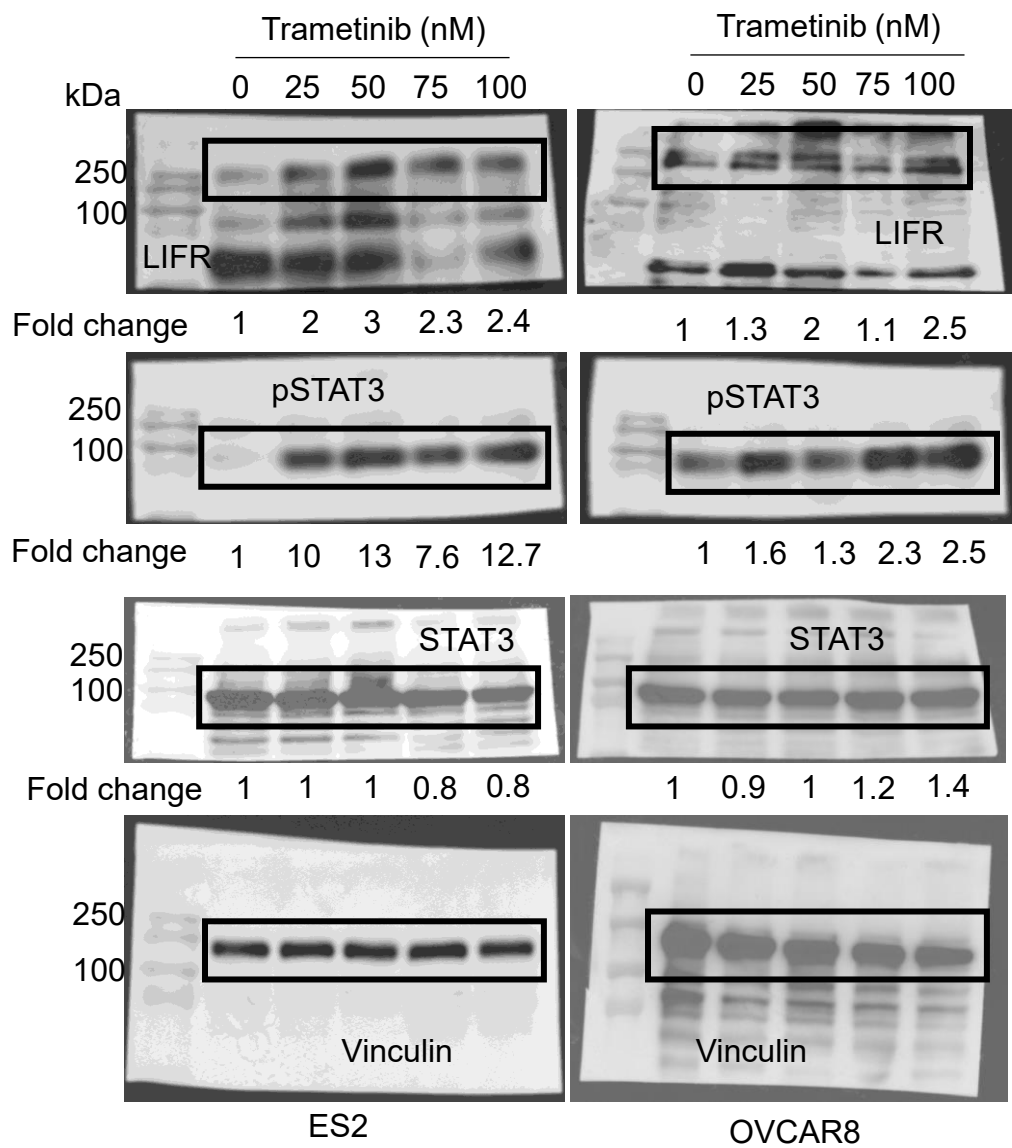

Uncropped Western blots with densitometry for figure 3B were shown.

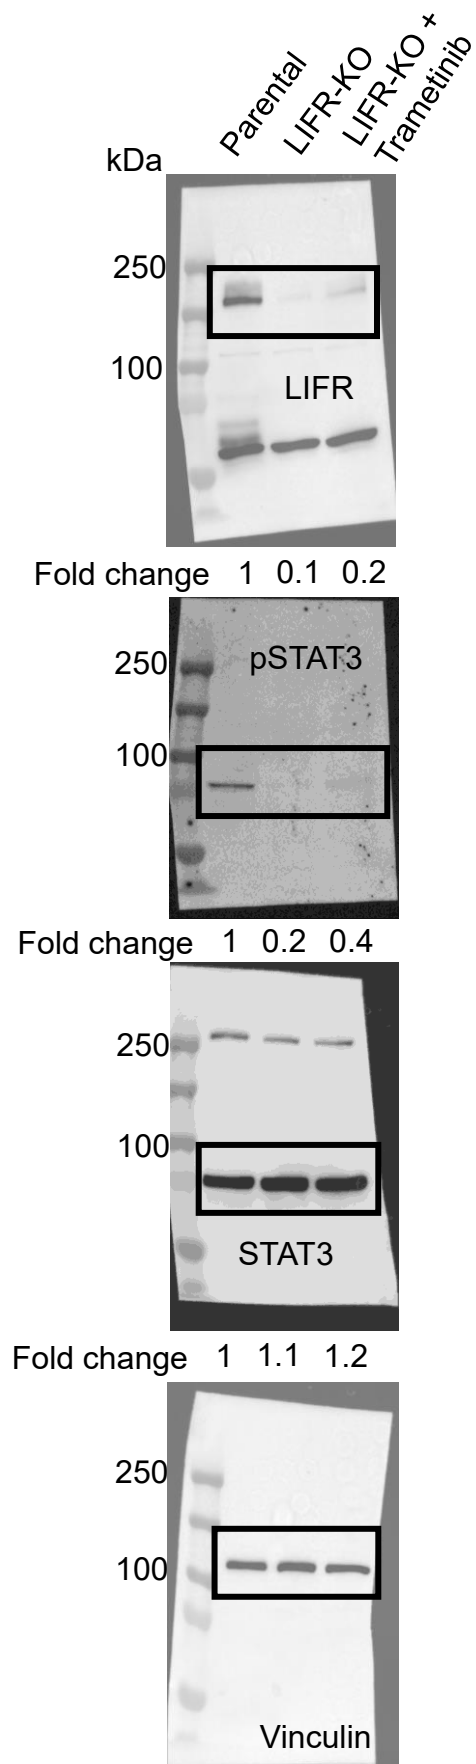

Uncropped Western blots with densitometry for figure 3C were shown.

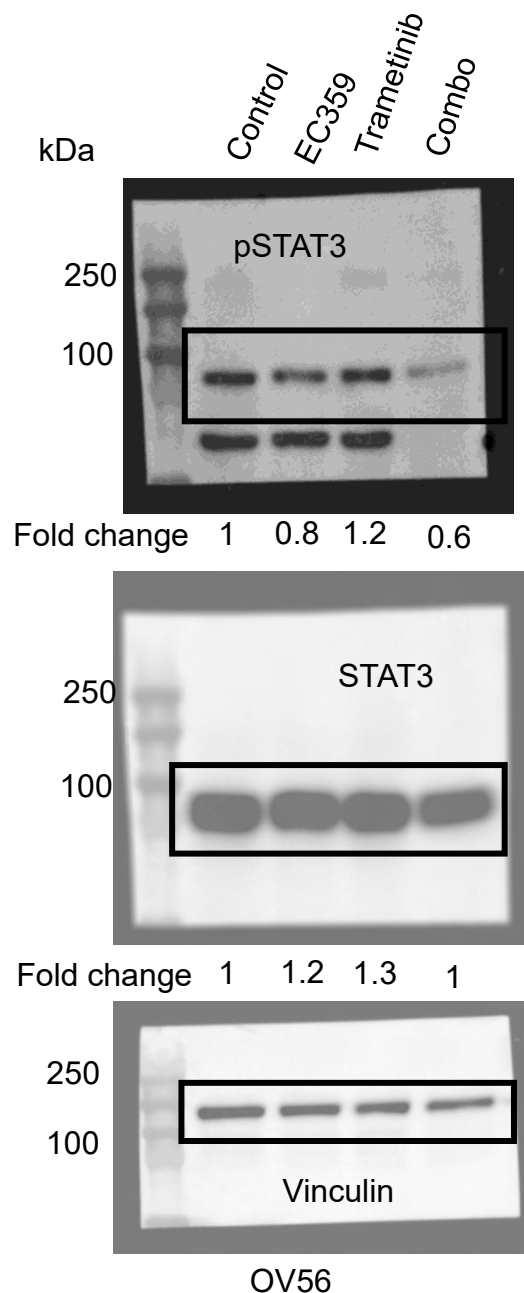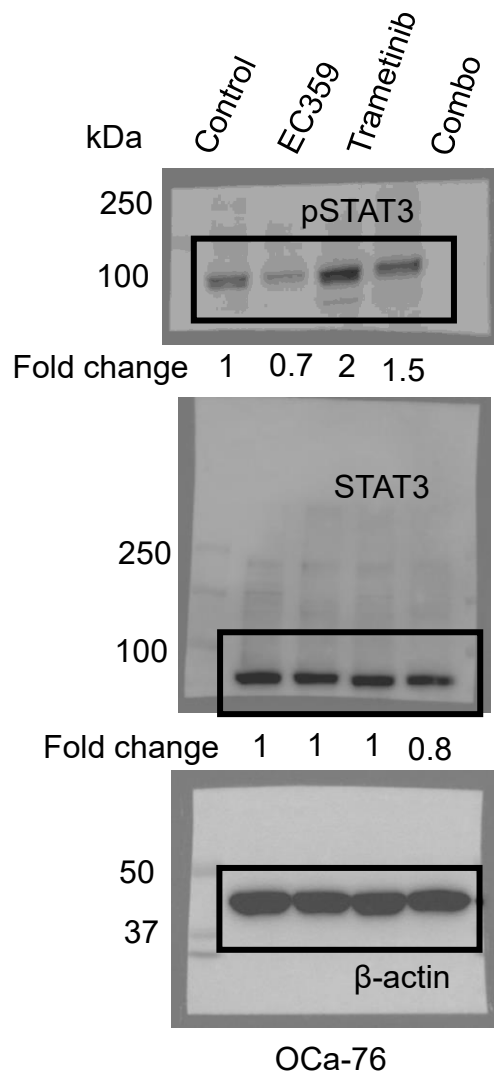

Uncropped Western blots with densitometry for figure 3E were shown.

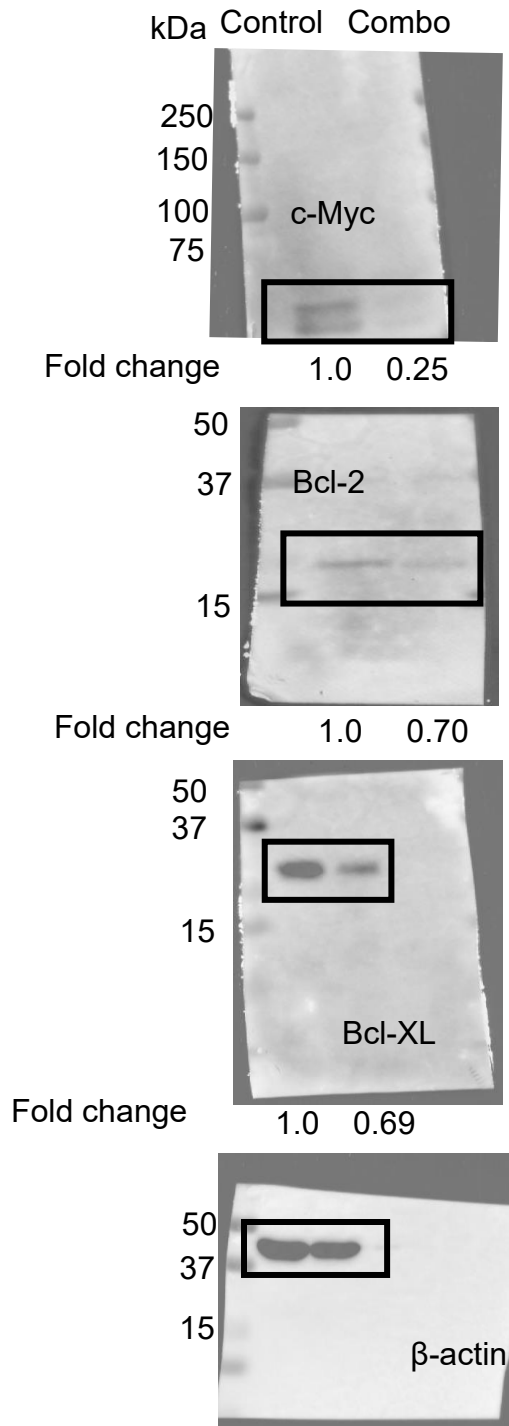

Uncropped Western blots with densitometry for figure 4G were shown.

How the deposited data were processed for this re-analysis (not part of the article)

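RNA from OVCAR8 cells was sequenced after 7 h with vehicle (control), 150 nM EC359, 100 nM trametinib or the combination, in 3 libraries per condition and 12 in all. The values are estimated counts (expected counts): per the file header, the authors ran featureCounts 1.5.0-p1 on paired, reverse-stranded reads with a minimum mapping quality of 2, summed exons by gene in an hg38 annotation, and divided reads with several placements or several overlapping genes as fractions. The aligner is not stated. The authors' files hold 1 library each and were not normalized. Between 12.4% and 15.1% of the genes in a library had a value that was not whole, and values were rounded to whole numbers.

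Analyses used R 4.3.3. Genes with low counts were removed with filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total 15), which left 14865 of 26485 genes, and 6337 genes had no count in any library. TMM factors lay between 0.947 and 1.06. At the depth of these libraries, a gene with a count of 0 has an upper limit of 3 counts, or 0.0924 to 0.121 CPM. A single robust quasi-likelihood model was fitted to the 4 conditions, and each treatment was compared with control, the combination with each single agent, and the combination with the sum of the single agents' log2 effects (the interaction). Adjusted p-values followed Benjamini-Hochberg, and DEGs had an adjusted p-value under 0.05 and at least a 2-fold change, except for the interaction, which had no minimum fold change. Within conditions the biological coefficient of variation was 3.95%.

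Gene lists for apoptosis, the p53 pathway, direct p53 targets, mitochondrial translation, MYC targets, ribosome biogenesis, metallothioneins, histones, MEK and ERK output, and targets of NRF2, ATF4, HSF1 and STAT3 were tested with camera of limma 3.58.1 at a correlation of 0.01. Fisher's exact test compared genes changed only in the combination with all genes tested. Named genes are those of Figure 4D and 4G, genes of LIFR signaling in the paper, and 6 MEK and ERK output genes. Histone and metallothionein genes past the thresholds and the genes with the largest changes were also named. The latter were 5 each way for the combination against control. They were 3 each way for trametinib against control, the combination against EC359 and the interaction. All were among genes past the thresholds, of at least 10 CPM in the higher group, and with all libraries of the compared groups apart. For the interaction, only the combination and control libraries had to lie apart, so genes back at the control level could not be named. Some of the genes of the paper's LIFR signaling are not reported here. Coordinates are those of the authors' hg38 annotation. GC content came from GENCODE 29 transcripts and was used to match gene lists and to compare genes with few and many exons within classes of GC content.

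Alternatives were DESeq2 1.42.0, its size factors within edgeR, total counts only, no filter, a filter of at least 10 counts in every library, only the groups compared, the replicate number as a block, each library left out in turn, no minimum fold change, glmTreat against 1.5-fold, camera with an estimated correlation, fry, and fgsea 1.28.0. The tests were tested on simulated data with 200 changed genes, of which edgeR called 200, with 1 false call. The interaction test found 198 of them. Blots, cell assays, quantitative PCR and animal experiments were not analysed here.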

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

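The tests of whether the single agents' summed effects explain the genes past the thresholds only in the combination, and those of the genes with few exons and of the zinc finger genes, were chosen only after those results were seen, while the interaction test was planned.

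The effect of the 2 agents together differed from the sum of their log2 effects in 4506 genes (2145 higher, 2361 lower) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, a difference between groups that the paper does not report. The departures were small: 233 of these genes had an interaction of at least 2-fold. In data simulated with purely additive effects, the median was 1 gene (highest 3 in 10 simulations). Of 100 regroupings of the 12 libraries, the real one included, 3 gave as many genes, and the other regroupings had a median of 0 and a highest value of 9311 genes. With total counts only, 4577 genes had an interaction, so TMM normalization was not its source. The simulations with purely additive effects gave a median of 654 genes past the thresholds only in the combination (618 to 677), against 1058 in the data. Passing the thresholds only in the combination is therefore no sign of an interaction by itself. Among genes past the thresholds only in the combination, 44.1% had an interaction in the direction of their change, which additive effects do not give. For the others, the median interaction in that direction was 0.34, and an additive effect cannot be told apart from a weaker interaction, because these genes were selected for a large change in the combination. An interplay of the agents may explain the former genes, a hypothesis found and tested on the same libraries.

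The metallothionein genes had a median interaction of 1.47 (limma's camera with Benjamini-Hochberg adjustment, adjusted p = 5.0e-14, 5 of 7 genes higher), a difference between groups that also passed under fry and with an estimated correlation. Reads shared among the 9 listed genes cannot move their sum, whose interaction was 0.79. Reads shared with genes outside the list, or left out for low mapping quality, are not covered by that sum. A mislabelled sample was argued against by the 3 combination libraries, each of which lay above all 9 other libraries. With total counts only the median interaction of the family was 1.44. A response of the metallothionein genes that is larger with both agents than their summed effects may be the explanation, as a hypothesis.

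Genes transcribed in response to MEK and ERK rose with EC359 alone, a signal in a condition that the paper does not discuss for these genes. The median log2 fold change was 0.78, with 13 of 17 genes higher and 2 lower (limma's camera with Benjamini-Hochberg adjustment, adjusted p = 3.2e-08). DUSP6 rose by 1.86, EGR1 by 4.90 and FOSL1 by 0.87 on the log2 scale, and CCND1 had a log2 fold change of -0.33. Normalization was argued against by the median of 0.64 with total counts only, and a mislabelled sample by the lowest median of 0.77 when each EC359 library was left out in turn. EC359 may raise the transcription of these genes at 7 h, as a hypothesis. MEK or ERK activity was not analysed here.

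Genes with few exons changed more often in the combination, and the share that fell differed most, a signal outside the genes that the paper discusses. Among genes of at least 4 CPM, 16.2% of the 277 genes with 1 exon and 12.8% of the 366 genes with 2 exons were downregulated, against 0.911% of the 1647 genes with over 20 exons. Upregulated genes made up 10.5%, 9.29% and 4.37% of the same classes. With EC359 alone, 9.03% of genes with 1 exon were downregulated and 7.58% upregulated, and with trametinib alone 1.08% were downregulated. For the falls, gene length bias was argued against by an odds ratio of 3.88 (95% confidence interval 2.98 to 5.04) within classes of length and expression. GC content bias was argued against by 4.17 (3.20 to 5.45) within classes of GC content and expression. Less genomic DNA in the combination libraries was argued against, since the median loss of the fallen genes was 139 times the signal over 400 olfactory receptor genes in control. Short-lived transcripts may explain the falls, but transcript half-lives were not used here and that explanation was not tested.

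The zinc finger genes named ZNF, 480 of them, had a median log2 fold change of -0.38 in the combination, -0.32 with EC359 and 0.02 with trametinib, also outside the genes that the paper discusses. In the combination 287 were lower and 89 higher at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With total counts only the median in the combination was -0.52. Number of exons, length and expression were argued against as the whole explanation. The 476 genes that could be matched had a median of -0.38, at percentile 0 of 10000 matched random lists (95% of these between -0.26 and -0.14). The random lists themselves had a median of -0.20, so these features may account for part of the fall. GC content was not matched for these genes. Reads shared between paralogs were argued against by the 229 genes with whole counts in all 12 libraries, whose median was -0.55. EC359 may lower this family at 7 h, with or without trametinib, as a hypothesis.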

How the results depend on the processing

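None of the alternatives reported in this part was added after the results were seen; all were set with the comparisons.

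The directions of the 5 gene list medians (mitochondrial translation, MYC targets, apoptosis, p53 pathway, ribosome biogenesis) and their side of the threshold were the same under all alternatives run. The counts of changed genes stayed within 1.5 times their value under DESeq2, DESeq2's size factors, total counts only, no filter, only the groups compared and the replicate number as a block. DESeq2 gave 2048 genes for the combination against control, total counts only 2066, and no filter 2237. The interaction was not run with only 2 groups. Replicate numbers did not pair the libraries: deviations from the condition mean correlated between same-numbered libraries with a median of -0.0312. With the replicate block, 1943 genes differed between the combination and control.

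With at least 10 counts in every library, fewer genes were tested (13470), and trametinib changed 134 genes and the combination against EC359 263. Without a minimum fold change, 10353 genes differed between the combination and control, 9077 between EC359 and control, 4197 between trametinib and control, 7319 between the combination and EC359, 10136 between the combination and trametinib, and 1811 only in the combination, since that setting admits small changes. The odds ratio of ribosome biogenesis genes among genes lowered only in the combination was then 0.536, a reversal. Without a minimum fold change, 114 of the 162 genes of that list were lower with trametinib alone and 98 with EC359 alone. Most of the 122 that were lower in the combination therefore could not count as lowered only there. With glmTreat against 1.5-fold, 170 genes changed only in the combination also differed from EC359, and 99 genes had an interaction, as a stricter test gives fewer.

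Total counts only moved the balance of directions. The combination against control had 872 higher and 1194 lower, EC359 against control 475 higher and 589 lower, the combination against trametinib 714 higher and 1136 lower, genes changed only in the combination 479 higher and 667 lower, those that also differed from EC359 379 higher and 476 lower, and the interaction 1735 higher and 2842 lower. Under it STAT3 in the combination had a log2 fold change of -0.011 and GPX4 with EC359 -0.082, both reversed in sign, as the shift of all genes under that setting is larger than these changes. Over all named genes, 2245 alternative values were computed for 171 results: 2202 kept direction and side of the threshold, 37 were weaker, 4 stronger and 2 reversed.

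Leaving out each library of the compared groups in turn gave 1970 to 2006 genes for the combination against control, 1024 to 1053 for EC359, 210 to 227 for trametinib, 479 to 509 for the combination against EC359 and 1733 to 1756 against trametinib. Of the 1953 genes called in the combination, 1806 to 1945 were shared with the fits that left out any of the 12 libraries. Across those 12 fits, 1073 to 1134 genes changed only in the combination, 765 to 806 of these also differed from EC359, and 3969 to 4432 genes had an interaction. The odds ratio was 6.66 to 13.3 for histone genes and 3.44 to 4.17 for ribosome biogenesis genes. With all 12 libraries, other settings moved the histone odds ratio more. It ran from 4.94 with glmTreat against 1.5-fold to 19.3 with at least 10 counts in every library, and was 6.76 with DESeq2 and 8.13 with no filter. The medians ran from -0.33 to -0.29 for mitochondrial translation, -0.30 to -0.26 for MYC targets, 0.21 to 0.30 for apoptosis, 0.19 to 0.21 for the p53 pathway and -0.38 to -0.36 for ribosome biogenesis.

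For each of the 5 comparisons and the 5 list medians, 1 of the 10 splits of the 6 libraries, the real one, gave a result as large, and 10 splits cannot give a share under 0.1. For the genes changed only in the combination, those that also differed from EC359, and the odds ratios of histone and ribosome biogenesis genes, 1 of 100 regroupings, the real one, gave a result as large.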

Differences from the paper's values

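No test or alternative in this part was chosen after the results were seen, and the alternatives were set before the data were examined.

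The paper states 1307 genes for the combination against control, and 1953 were counted, just within 1.5 times the paper's number. It was also within 1.5 times with DESeq2's size factors (1952), at least 10 counts in every library (1431), only the groups compared (1874) and the replicate number as a block (1943). It was not with DESeq2 (2048), total counts only (2066), no filter (2237), no minimum fold change (10353), glmTreat against 1.5-fold (2779) or any of the 12 libraries left out. Genes changed only in the combination numbered 1058 against the paper's about 730 in Figure 4A, read by eye, also within 1.5 times. The number was not within 1.5 times with DESeq2 (1160), total counts only (1146), no filter (1264), no minimum fold change (1811) or glmTreat against 1.5-fold (1526). Nor was it without EC359 1, 2 or 3 (1134, 1105 and 1118). The other alternatives, such as at least 10 counts in every library (788), stayed within 1.5 times. The other regions of the Venn diagram and the totals of the single agents differed more. EC359 changed 1038 genes against the paper's about 650 in Figure 4A, read by eye. With at least 10 counts in every library the number was 720, and with only the groups compared 966, both within 1.5 times the paper's, and the other alternatives were not. Trametinib changed 213 genes against the paper's about 120 in Figure 4A, read by eye, and 134 with at least 10 counts in every library, where no other alternative came within 1.5 times.

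The combination shared 768 genes with EC359 only, against the paper's about 510 in Figure 4A, read by eye. The number was 763 with DESeq2, 561 with at least 10 counts in every library and 727 with only the groups compared, and 742 to 784 without single libraries, where 4 of 12 fits came within 1.5 times (without control 1, control 3, EC359 1 or EC359 3). The other alternatives did not. It shared 94 genes with trametinib only, against the paper's about 53 in Figure 4A, read by eye, and 33 genes passed in all 3 comparisons, against about 18 in the paper's Figure 4A, read by eye. With at least 10 counts in every library these were 68 and 14, and no other alternative came within 1.5 times.

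EC359 alone held 212 genes that no other comparison shared, against the paper's about 110 in Figure 4A, read by eye, and 131 with at least 10 counts in every library, the sole alternative within 1.5 times. Trametinib alone held 61, against the paper's about 33 in Figure 4A, read by eye. At least 10 counts in every library gave 38 and glmTreat against 1.5-fold gave 33, and the other alternatives did not come within 1.5 times. EC359 and trametinib shared 25 genes outside the combination, against the paper's about 12 in Figure 4A, read by eye, and 14 with at least 10 counts in every library, the sole alternative within 1.5 times.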

Other observations

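The tests of genomic DNA for the histone genes and of HIST1H4C across libraries were chosen only after the results were seen.

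The histone genes that rose in the combination have transcripts that mostly lack a poly(A) tail. Other RNAs without a poly(A) tail, 179 genes, rose as much, with a median log2 fold change of 0.69 in the combination (97 higher and 6 lower by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.33 with EC359 and -0.07 with trametinib. More RNA without a poly(A) tail in the combination libraries may therefore explain the histone genes, and stays open beside a change of histone transcription. More genomic DNA was argued against, since the median gain of 14 histone genes per kilobase was 90.8 times the gain over olfactory receptor genes. For HIST1H4C, the correlation within conditions with 5 abundant RNAs without a poly(A) tail was r = 0.374 over 12 libraries (exact permutation p = 0.507), and 0.0363 without the 2 farthest libraries. That correlation does not address the rise between conditions. The mean of the 5 RNAs overlapped between control (11.4 to 33.5 CPM) and the combination (16.7 to 34.3 CPM), while HIST1H4C did not (1.68 to 5.10 against 12.5 to 15.4 CPM). An equal rise of all RNAs without a poly(A) tail therefore does not give the size of the HIST1H4C rise. A larger gain of some of these RNAs than of others cannot be told apart from a change of HIST1H4C transcription, because such RNAs need not be retained alike.

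The list medians were compared with 10000 random lists matched on expression, gene length and GC content. Among the genes that could be matched, mitochondrial translation lay at percentile 0 (-0.30, 95% of random lists -0.16 to 0.00), MYC targets at 0 (-0.07 to 0.12), ribosome biogenesis at 0 (-0.39, -0.08 to 0.05), apoptosis at 100 (-0.04 to 0.11) and the p53 pathway at 100 (0.21, -0.06 to 0.08). GC content and gene length bias alone did not give these medians.

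Figure 4G shows proteins, and the transcripts of these genes moved as follows. MYC was 143 ± 3.45 CPM in control, 240.1 ± 5.54 with EC359, 99.8 ± 5.07 with trametinib and 192 ± 6.54 with the combination (SD, n = 3 each). Its log2 fold change was 0.43 in the combination (adjusted p = 7.6e-18 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.32 against EC359 alone. BCL2L1 fell from 171 ± 2.13 to 57.8 ± 1.58 CPM (SD, n = 3 each), a log2 fold change of -1.56, with -0.65 for EC359 and -0.76 for trametinib. BCL2 had a log2 fold change of -0.34 (adjusted p = 0.0214 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p ran up to 0.188 when single libraries were left out, where the value without control 3 was -0.22.

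Transcripts of LIFR signaling had log2 fold changes, in the combination and with EC359 alone, of 1.03 and 1.77 for LIF, 0.39 and 0.38 for LIFR, 0.32 and 0.47 for IL6ST, 0.13 and 0.23 for STAT3, -0.50 and -0.28 for HIF1A, -0.12 and -0.04 for TIMP1, and 0.18 and 0.05 for GPX4. FASLG was listed at 0 in all 12 libraries.

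Between the combination and EC359 alone, ACTC1, HIST1H4C and MT1M rose most (2.62, 2.47 and 2.43 on the log2 scale), and SPRY4, EGR1 and G0S2 fell most (-5.75, -4.60 and -4.23). With trametinib alone, ACTC1, TGFB2 and TNFRSF9 rose most (1.69, 1.35 and 1.18). The interaction was highest for HIST1H4C, MT1M and DUSP6 (3.79, 2.71 and 2.17) and lowest for CXCL3, BHLHE40 and TRAF1 (-1.89, -1.51 and -1.49). Without single libraries, the interaction ran from 1.74 to 3.03 for DUSP6, which rested on 1 to 5 counts per trametinib library, and from 3.24 to 4.43 for HIST1H4C. The named genes are the extremes among those that met the naming rule.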
